# Reduced expression of phosphorylated ataxia-telangiectasia mutated gene is related to poor prognosis and gemcitabine chemoresistance in pancreatic cancer

**DOI:** 10.1186/s12885-023-11294-3

**Published:** 2023-09-06

**Authors:** Jingyu Xun, Hideo Ohtsuka, Katsuya Hirose, Daisuke Douchi, Shun Nakayama, Masaharu Ishida, Takayuki Miura, Kyohei Ariake, Masamichi Mizuma, Kei Nakagawa, Takanori Morikawa, Toru Furukawa, Michiaki Unno

**Keywords:** Apoptosis, Ataxia telangiectasia, Drug therapy, Pancreatic neoplasms, Prognosis

## Abstract

**Background:**

Loss of expression of the gene *ataxia-telangiectasia mutated* (*ATM*), occurring in patients with multiple primary malignancies, including pancreatic cancer, is associated with poor prognosis. In this study, we investigated the detailed molecular mechanism through which ATM expression affects the prognosis of patients with pancreatic cancer.

**Methods:**

The levels of expression of ATM and phosphorylated ATM in patients with pancreatic cancer who had undergone surgical resection were analyzed using immunohistochemistry staining. RNA sequencing was performed on *ATM*-knockdown pancreatic-cancer cells to elucidate the mechanism underlying the invlovement of ATM in pancreatic cancer.

**Results:**

Immunohistochemical analysis showed that 15.3% and 27.8% of clinical samples had low levels of ATM and phosphorylated ATM, respectively. Low expression of phosphorylated ATM substantially reduced overall and disease-free survival in patients with pancreatic cancer. In the pancreatic cancer cell lines with ATM low expression, resistance to gemcitabine was demonstrated. The RNA sequence demonstrated that *ATM* knockdown induced the expression of MET and NTN1. In *ATM* knockdown cells, it was also revealed that the protein expression levels of HIF-1α and antiapoptotic BCL-2/BAD were upregulated.

**Conclusions:**

These findings demonstrate that loss of ATM expression increases tumor development, suppresses apoptosis, and reduces gemcitabine sensitivity. Additionally, loss of phosphorylated ATM is associated with a poor prognosis in patients with pancreatic cancer. Thus, phosphorylated ATM could be a possible target for pancreatic cancer treatment as well as a molecular marker to track patient prognosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-11294-3.

## Background

Pancreatic cancer (PC) is a fatal disease of the digestive system characterized by high invasiveness and recurrence [1], and ranks seventh among the leading causes of global cancer-related deaths [2]. Owing to the absence of PC-related symptoms in early stages and rapid disease progression, micro-metastasis usually occurs by the time of clinical diagnosis. Less than 20% of patients can receive surgical treatment; even in cases of negative surgical margin, the tumor is prone to recurrence and metastasis post-surgery. Approximately 20–30% of patients only survive 1 year after surgical resection, with the 5-year survival rate being less than 9% [3–5]. Early metastasis and local invasion are critical factors for poor patient prognosis. The underlying mechanisms of PC are complex, including gene mutations that regulate the DNA damage response and repair (DDR) system, anti-apoptotic signal activation, epithelial-mesenchymal transition (EMT), and tumor-neuroglia that promote cancer metastasis through paracrine signaling interactions [6–8]. Currently, chemotherapy combined with surgical treatment improves patient prognosis. Gemcitabine has been used as a first-line drug for PC chemotherapy, but the survival benefit for patients remains very limited, mainly because most patients are gemcitabine-resistant, which affects its chemotherapeutic efficacy [4]. The abnormal activity of cell-cycle checkpoints, inactivation of apoptotic signals, and destruction of the gemcitabine metabolic pathway are associated with gemcitabine resistance [9]. Additionally, extensive research on PC has revealed that several germline mutations constitute high-risk factors for PC occurrence, some of which are efficient therapeutic targets for anticancer agents. Mutations in *Breast cancer gene 1* (*BRCA1*) and *BRCA2* are the most common causes of hereditary cancer syndrome, including PC, and are associated with high sensitivity to platinum and poly (ADP-ribose) polymerase (PARP) inhibitors [10]. Although great progress has been made in the treatment of PC, the complex molecular mechanisms involved in its prognosis and chemosensitivity remain to be fully elucidated.

Ataxia telangiectasia mutated (ATM), a key molecule in DDR system regulation, is associated with hereditary PC [6]. The *ATM* gene is located on chromosome 11q 22–23, contains 66 exons, and encodes a 350-kDa protein belonging to the phosphatidylinositol 3-kinase-related protein kinase family [11, 12]. ATM plays a vital role in repairing DNA double-strand breaks (DSBs), signaling at cell cycle checkpoints, and initiating apoptosis [11–14]. ATM loss intensifies the accumulation of reactive oxygen species (ROS), resulting in higher hydrogen peroxide levels [15, 16]. Under these circumstances, normal mitochondrial function is destroyed, a state which is closely related to tumor occurrence [16]. Germline mutations in *ATM* consitute the primary cause of autosomal recessive ataxia-telangiectasia (A-T) syndrome. Owing to this genomic instability, the risk of malignant tumors in patients with A-T is increased; approximately 25% of A-T patients develop cancer during their lifetime [17, 18]. In addition, *ATM* deletion can increase the accumulation of secondary mutations, thus forming a serious chain reaction and accelerating the process of A-T [18].

Undoubtedly, *ATM* mutations cause genomic instability and defects in DDR and cell-cycle checkpoint control, which promote resistance to apoptosis and occurrence and development of cancer. A large-scale study showed that approximately 5% of patients with tumors had a loss or mutation of *ATM* [19]. Compared with that of other mutations, ATM deficiency is more frequently observed in many tumors, including gastric cancer (21.4–63.9%), breast cancer (31%), and PC (11–24.5%) [20]. The main mechanism of ATM deficiency can be regarded as the target of epigenetic silencing, wherein *ATM* promoter hypermethylation causes a decrease in its protein levels [21]. Moreover, the loss of ATM is correlated with a low degree of tumor differentiation and notable increase in lymph-node metastasis, critically affecting patient survival [22]. Collectively, ATM deficiency may be associated with the progression of PC cells by disturbing cell-cycle checkpoint control and the apoptotic pathway, resulting in chemoresistance and poor prognosis in patients with PC.

## Materials and methods

### Patients and tissue samples

Tissue samples from 144 PC patients who underwent surgical resection from 2011 to 2018 at the Tohoku University Hospital were collected for immunohistochemistry (IHC) staining. Patient clinical data were collected from medical records. The institutional review board of Tohoku University (Ethics Committee Tohoku University Graduate School of Medicine, Sendai, Japan) authorized this study in 2021 (Approval No. 2021-1-864). The requirement for informed consent was waived, and an opt-out method was used because of the retrospective study design. The present study was conducted in accordance with the Declaration of Helsinki. TNM classification was performed according to the Union for International Cancer Control staging system.

### RNA isolation and quantitative real-time PCR (RT-qPCR) analysis

PC cell lines (SUIT-2 and MIA-PaCa2) were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Total RNA was isolated from PC cell lines using the Nucleospin RNA kit (Takara Biotechnology, Tokyo, Japan) according to the manufacturer’s protocol. Reverse transcriptase reactions were performed using the PrimeScript™ RT Master Mix (Cat. No. RR036A, Takara Biotechnology). TB Green Premix Ex Taq II and ROX plus (Cat. No. RR82LR, Takara Biotechnology) were used to amplify cDNA in a StepOne real-time PCR system (Thermo Fisher Scientific; Waltham, MA, USA). *GAPDH* was used as an internal control gene to normalize the transcriptional expression of target genes, and quantification was performed using the 2^−ΔΔCq^ method. Primer sequences used in this study are listed in Supplementary Table S1.

### Transfection with small interfering RNA (si-RNA)

siRNAs for human *ATM* (ATM-siRNA1: 5′-GCAAUU GUCAUAAAACCAAtt-3′; ATM-siRNA2: 5′-GCUGUUACCUG UUUGAAAAtt-3′; Thermo Fisher Scientific,) and Silencer Select Negative Control No. 1 siRNA (Cat. No. 4,390,843, Thermo Fisher Scientific) were transfected in cells using the Lipofectamine RNAiMAX Reagent (Cat. No. 13,778,150, Thermo Fisher Scientific) according to the manufacturer’s protocol.

### Western blotting

For western blotting, 18 µg of protein was loaded onto a 4–15% sodium dodecyl-sulfate polyacrylamide gel for electrophoretic separation (Cat. No. 4,561,085, Bio-Rad, Hercules, CA, USA). The primary antibodies used in this study are as follows: anti-ATM (1:2000; Cat. No. ab32420, Abcam, Cambridge, UK); anti-phospho S1981-ATM (1:50 000; Cat. No. ab81292, Abcam); anti-HIF1α (1:1000; Cat. No. ab51608, Abcam); anti-phospho-HIF1α (1:1000; Cat. No. AF0062, Funakoshi, Tokyo, Japan); anti-Met (1:1000; Cat. No. 3127, Cell Signaling Technology Danvers, MA, USA); anti-Netin1 (1:1000; Cat. No. ab126729, Abcam); Anti-Apoptosis Sampler Kit (anti-BCL-2: 1:1000; anti-BAD: 1:1000; Cat. No. E051004, Funakoshi). Anti-β-actin antibody (1:10 000; Cat. No. 66009-1, Proteintech, Tokyo, Japan) was used as a standardized internal reference to compare the target protein expression levels. Finally, immunoreactive bands were detected using the ChemiDoc Imaging System (Bio-Rad) and analyzed using ImageJ software (NIH, Bethesda MD, USA).

### Immunohistochemistry (IHC)

PC tissue samples were fixed in 10% formalin (FUJIFILM) and embedded in paraffin. Staining was performed on 4 μm-thick sections, which were incubated at 4 °C overnight with rabbit anti-ATM (1:100; Cat. No. ab32420, Abcam) or rabbit anti-phospho S1981-ATM (1:100; Cat. No. ab81292, Abcam) as the primary antibody. In non-neoplastic cells, ATM expression was observed in islets and lymphoid cells, whereas phospho-ATM expression was observed in nerve cells, both of which served as internal controls. As a negative control, normal rabbit IgG (Cat. No. IS600, Dako, CA, USA) was used instead of the primary antibodies. ATM and phospho-ATM expression in cancer cells was evaluated visually by two pathologists (KH and TF) and classified into three grades according to the intensity of staining: score 0, null expression; score 1, faint expression; score 2, evident expression. A faint expression (score 1) was considered when the staining intensity was lower than that in adjacent internal controls (normal islet cells or nerve cells) on the same section, whereas an evident expression (score 2) was considered when the staining intensity was higher than or equal to that in the internal controls. Low ATM/phospho-ATM expression was assigned a score of 0, whereas high ATM/phospho-ATM expression was assigned scores of 1 and 2.

### RNA sequencing (RNA-seq) and analysis

Total RNA extracted from PC cell lines was sent to the Beijing Genomics Institute for transcriptome library preparation and sequencing. After filtering using SOAPnuke [23], the clean reads were mapped to the reference genome (GCF_000001405.38_GRCh38.p12) using Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT2) [24]. After genome mapping, Bowtie2 [25] was used to reconstruct transcripts, and RSEM [26] was used to calculate the gene expression level of each sample. Subsequently, the differentially expressed genes (DEGs) were identified using DEGseq [27]. DEGs were defined as genes with a fold change > 2, Qvalue < 0.05, and FDR < 0.001, which were screened as significant differentially expression genes, using a Venn diagram and Heat Map Analysis.

### Cell proliferation and cytotoxicity assays

The MTT assay was conducted to estimate cell proliferation. Briefly, after 72 h of transfection with siRNA, cells were seeded in 96-well plates and incubated for 0, 1, 2, 3, 4, and 5 days at 37 °C. For the gemcitabine cytotoxicity assay, the medium was replaced with an alternate medium containing different concentrations of gemcitabine and cultured for 120 h. After incubation, 20 µL of MTT solution (Promega, Madison, WI, USA) was added and incubated for 2 h. The number of surviving cells was estimated by measuring absorbance at an optical density (OD) of 490 nm. Each experiment was performed in triplicate.

### Wound-healing assay

The migration capability of PC cells was verified using a wound-healing assay. SUIT-2 and MIA-PaCa2 cells (6 × 10^5^ cells/well) were plated in 6-well plates and transfected with siRNA for 72 h. After reaching 100% confluence, the cells were scraped using sterile 10 µL pipette tips, and the PC cells were subsequently incubated in RPMI 1640 or DMEM supplemented with 10% FBS and 1% penicillin at 37 °C and 5% CO_2_. The wound area was recorded using a Zeiss optical microscope (Oberkochen, Germany), and changes in the wound area of each group were calculated using ImageJ software, using the following calculation formula: Wound-healing rate = (Area _time 0_ − Area _time measure_) /Area _time 0_. This assay was independently repeated thrice.

### Intracellular reactive oxygen species (ROS) assay

The amount of intracellular ROS was detected using an ROS activity assay kit (Fluorimetric Intracellular Total ROS Activity Assay Kit, AAT Bioquest, MA, USA) according to the manufacturer’s instructions, and fluorescence signals were measured using a Spectra MAX M2e microplate reader (Molecular Devices, CA, USA). MIA-PaCa2 and SUIT-2 were stimulated with 2 µg/mL lipopolysaccharide for 24 h as the positive control group.

### Statistical analysis

Statistical analyses were performed using JMP software version 14 (SAS Institute Inc., Cary, NC, USA). Survival curves were estimated using the Kaplan–Meier method to compare overall survival (OS) and disease-free survival (DFS), and statistical significance was determined using the log-rank test. Data are expressed as the mean ± standard deviation (SD). To evaluate the factors associated with prognosis in multivariate analysis, a Cox proportional hazards regression model was used. Statistical significance was set at *p* < 0.05.

## Results

### Patient characteristics and ATM or phospho-ATM expression on prognosis

A total of 144 patients with stage IA-IIB PC were analyzed for ATM and phospho-ATM expression using immunohistochemistry. The basic clinicopathological features of all participants are detailed in Supplementary Table S2. Their age range was 39–88 years (median age: 70 years), and 82 (56.9%) cases were male, whereas 62 (43.1%) cases were female. Both ATM and phospho-ATM immunoreactivity was detected in the nucleus of the patients’ PC cells (Fig. 1A-C). The expression pattern of these molecules showed diffused staining in the PC tissues (Fig. 1D-I). The expression levels were much lower in the surrounding, normal pancreatic tissue than in cancer cells. Among the 144 patients with PC, high and low ATM expression levels were observed in 122 (84.7%) and 22 (15.3%) cases, respectively. Moreover, phospho-ATM high and low expression levels were observed in 104 (72.2%) and 40 (27.8%) cases, respectively. The incidence of low phospho-ATM expression was relatively higher (15.3% vs. 27.8%). In this study, ATM and phospho-ATM expression had no significant effect on tumor size, stage, and CA 19 − 9 before and after surgery. Regarding the differentiation of cancer cells, patients with low ATM expression had a higher tendency for the poorly differentiated type, but no statistical difference was observed. The Kaplan–Meier analysis of patient survival revealed that ATM expression had no effect on OS (*p* = 0.3664) and DFS (*p* = 0.1800; Fig. 1J, K). However, the level of phospho-ATM significantly affected OS and DF; when compared to patients with high phospho-ATM levels, those with low phospho-ATM levels exhibited significantly worse OS (*p* = 0.0125) and DFS (*p* = 0.0161; Fig. 1L, M).

**Fig. 1:**
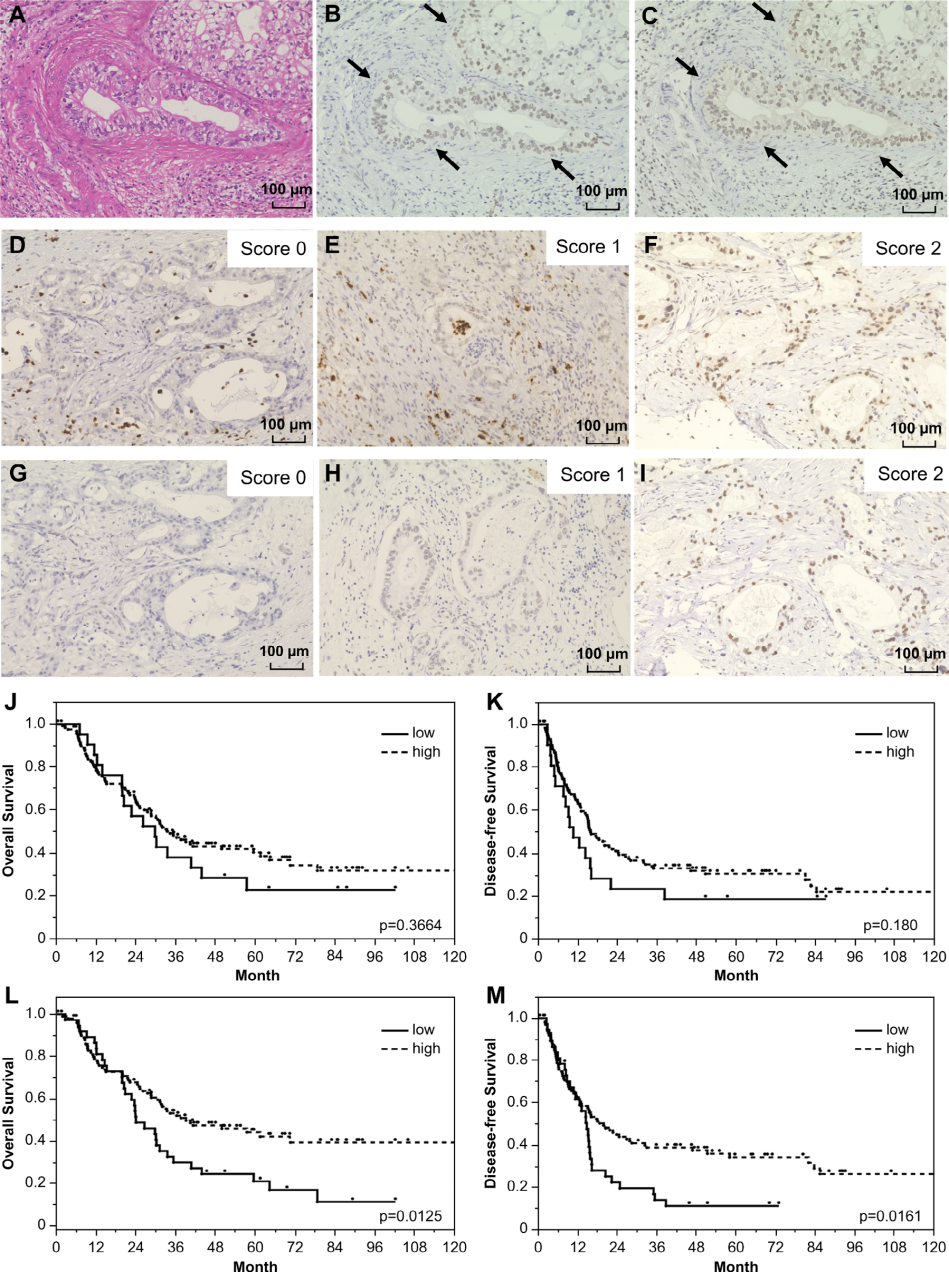
ATM/p-ATM expression and impact on prognosis of PC patients. **A**, PC stained with hematoxylin and eosin. **B**, ATM immunoreactivity was detected in PC cell nucleus (arrow), (same area as Fig. 1A). **C**, P-ATM immunoreactivity was detected in PC cell nucleus (arrow), (same area as Fig. 1A). Representative images of ATM expression evaluated using a score of 0 (**D**), 1 (**E**), or 2 (**F**). Phospho-ATM expression is scored as 0 (**G**), 1 (**H**), or 2 (**I**). Log-rank test survival analyses of correlation between ATM expression and OS (**J**) and DFS (**K**) in PC patients. Log-rank test survival analysis of correlation between p-ATM expression and OS (**L**) and DFS (**M**) in PC patients. IHC, immunohistochemistry; PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; p-ATM, phosphorylated ATM; OS, overall survival; DFS, disease-free survival

### Low ATM expression stimulated PC cell proliferation and migration

To identify the role of ATM in the regulation of proliferation and migration, MIA-PaCa2 and SUIT-2 cells were transfected with an ATM si-RNA or negative control for 72 h, and the successful knockdown of *ATM* was confirmed (Fig. 2A, B). In addition, it was demonstrated that the expression of phospho-ATM was suppressed in ATM si-RNA transfected cells, and the reduction ratio in phospho-ATM expression was roughly equivalent to that of ATM expression (Fig. 2A, B). MTT assays were performed to detect the effect of low ATM expression on PC cell proliferation. Compared with the negative-control group, low ATM expression stimulated tumor-cell proliferation (Fig. 2C). Further, wound-healing assays were performed to determine whether ATM affects cell migration. Wound areas of MIA-PaCa2 cells transfected with either ATM si-RNA1 (*p* < 0.001) or ATM si-RNA2 (*p* < 0.0001) were significantly lower than those of MIA-PaCa2 control cells (Fig. 2D). Similar results were obtained in SUIT-2 cells transfected with either ATM si-RNA1 (*p* < 0.0001) or ATM si-RNA2 (*p* < 0.0001; Fig. 2D). Therefore, low ATM expression promotes PC cell line proliferation and migration.

**Fig. 2:**
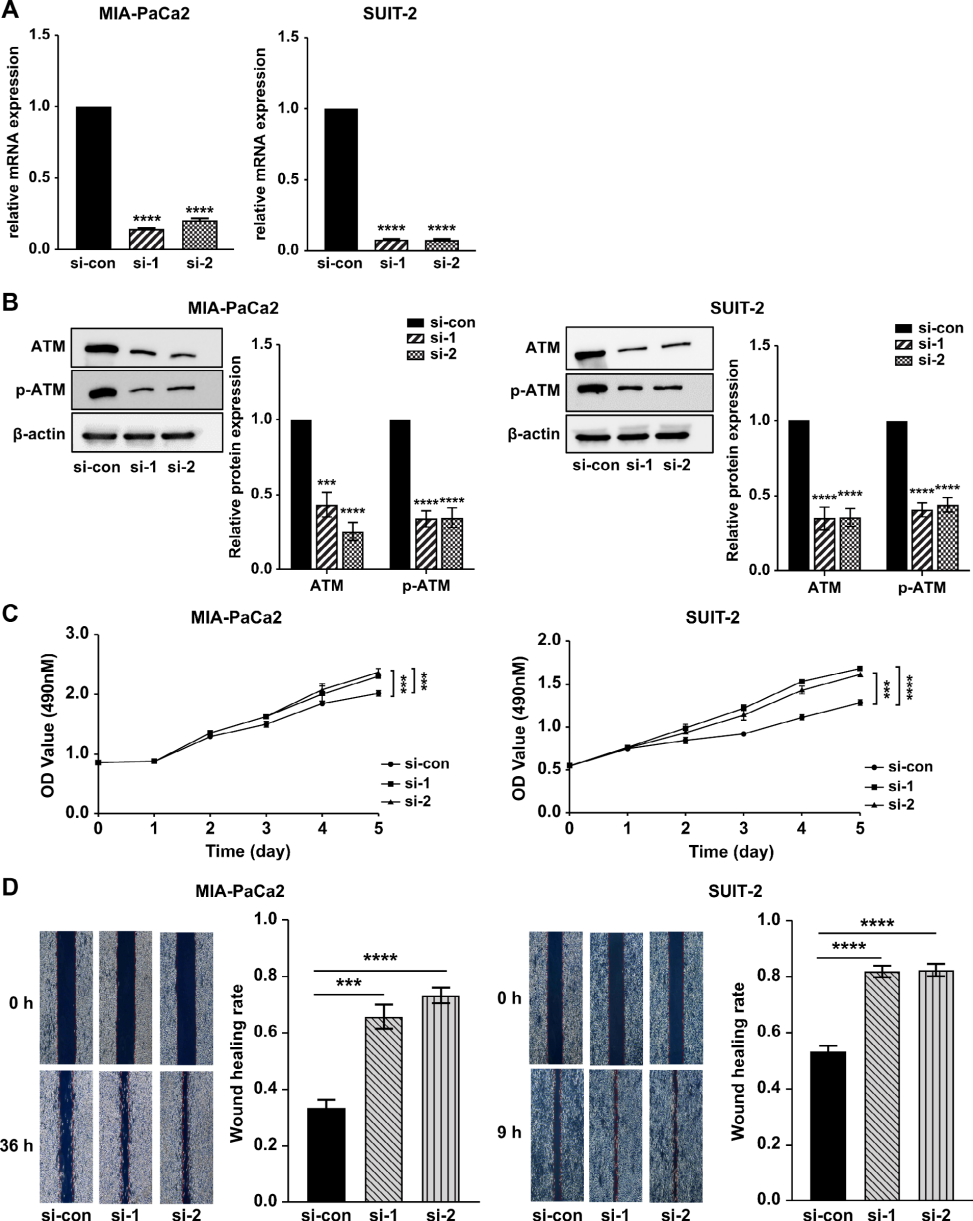
Expression of ATM in PC cell lines. RT-qPCR analysis of *ATM* mRNA expression after transfection with si-ATM and si-ATM negative control, respectively, in PC MIA-PaCa2 (**A**; left) and SUIT-2 (**A**; right) cell lines. After transfection with si-ATM and si-ATM negative control, ATM and p-ATM expression in MIA-PaCa2 (**B**; left) and SUIT-2 (**B**; right) cells was measured by western blotting and quantified using ImageJ software. For the original bands, please see additional file Supplementary Fig. S2. Cell-proliferation assay using MIA-PaCa2 (**C**; left) and SUIT-2 cells (**c**; right). Migration activities were assessed using a wound-healing assay (**D**). All data are presented as mean ± SD from three independent experiments. ****p < 0.0001. PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; p-ATM, phosphorylated ATM. si-con/si-ATM1/si-ATM2, si-ATM RNA negative control/1/2

### Identification of DEGs in ATM-silenced PC cell lines

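ATM, the kinase that signals DNA double-strand breaks, stood lower in each of the 4 libraries made from cells transfected with an siRNA against it. In MIA-PaCa2 cells the ATM level was 7.33 FPKM with the control siRNA, 1.47 FPKM with si-1 and 2.75 FPKM with si-2, which left 20.1% and 37.5% of the control level. In SUIT-2 cells it was 17.4 FPKM with the control siRNA, 4.00 FPKM with si-1 and 2.68 FPKM with si-2, or 23.0% and 15.4% of the control level. MIA-PaCa2 and SUIT-2 are established human pancreatic cancer cell lines, and an siRNA is a short double-stranded RNA whose guide strand directs the cleavage of a matching mRNA. The sequence that si-1 targets, GCAATTGTCATAAAACCAA, lies on chromosome 11 of GRCh38 from 108289048 to 108289066 on the plus strand, in the coding sequence of exon 28 of the ATM transcript with 63 exons. The sequence that si-2 targets, GCTGTTACCTGTTTGAAAA, lies from 108301667 to 108301685, in the coding sequence of exon 35 of the same transcript. The control siRNA is the Silencer Select negative control named in the methods, and its sequence is not given in the sources used here. RNA sequencing gave 6 libraries, 1 for each siRNA in each cell line, so no condition had a replicate and each comparison of an siRNA with its control set 1 library against 1 library. The titles of the samples number the ATM siRNAs as the paper does, while another label numbers them 2 and 3, and the paper's numbers were used. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 to GRCh38.p12, estimated the level of each gene with RSEM on Bowtie2 alignments and deposited FPKM values (fragments scaled to transcript length and to the total of mapped fragments) with 2 decimals for 16788 genes. These values summed to between 457871 and 498025 per library, with 14107 to 14580 genes above 0 in the MIA-PaCa2 libraries and 15376 to 15500 in the SUIT-2 libraries. The number of reads per library is not given in the sources used here and could not be recovered from the low values, so the counting error of each value is unknown. From these values, the libraries with an ATM siRNA were compared with the control libraries in limma on log2(FPKM + 0.1) with the cell line as a term, over the 13494 genes with a mean of at least 0.2 FPKM. The only repeats of the knockdown in that test are 2 siRNAs in 2 cell lines, so its p-values measure the spread between siRNAs and between the responses of the lines as well as technical spread. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low levels.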

To explore the detailed mechanism of *ATM* knockdown on downstream genes, RNA sequencing was performed on *ATM*-knockdown MIA-PaCa2 and SUIT-2 cells. DEGs were identified by comparing the gene expression between four groups (“ATM si1 vs. control si” and “ATM si2 vs. control si” in MIA-PaCa2 and in SUIT-2). 

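More genes stood over 2-fold away from the control with si-1 than with si-2 in both cell lines. In MIA-PaCa2, 362 of 12200 genes were over 2-fold higher and 162 over 2-fold lower with si-1, against 204 higher and 106 lower with si-2. In SUIT-2, 234 of 13342 genes were over 2-fold higher and 260 over 2-fold lower with si-1, against 133 higher and 57 lower with si-2. The mean difference of the 2 siRNAs over both lines passed limma's test at 217 genes, of which 79 were higher and 138 lower with si-1 than with si-2 (Benjamini-Hochberg adjusted p under 0.05). This count was 22 with a pseudocount of 0.01 and 0 with no filter on low levels or no mean-variance trend, so the calls of the genes below depend on these settings. LIMA1, an actin-binding protein, was 22.3 FPKM with si-1, 78.4 FPKM with si-2 and 80.8 FPKM with the control siRNA in MIA-PaCa2, and si-1 and si-2 differed by a log2 value of -1.79 over both lines (SE 0.11, adjusted p = 9.0e-04 from limma). The actin-capping protein CAPZA1 differed by -1.49 (adjusted p = 0.0018), the splicing regulator MBNL1 by -1.70 (adjusted p = 0.0034) and the adaptor protein CD2AP by -1.60 (adjusted p = 0.0039). Higher with si-1 than with si-2 were CDKN1A, which encodes the p21 inhibitor of cyclin-dependent kinases, by 1.57 (SE 0.20, adjusted p = 0.013), TMEM198 by 1.91 (adjusted p = 0.0069) and the kinase MAPK6 by 1.32 (adjusted p = 0.014). CDKN1A stood at 21.3, 5.04 and 5.23 FPKM with si-1, si-2 and the control siRNA in MIA-PaCa2 and at 124, 58.8 and 43.1 FPKM in SUIT-2.

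No gene responded differently in the 2 cell lines at an adjusted p under 0.05 in limma, where the interaction of line and knockdown had an unadjusted p under 0.05 for 121 genes with a higher and 130 genes with a lower response in SUIT-2. The error of this fit holds the difference between the siRNAs, which is partly shared by the lines, so its p-values are too large for genes that differ between them. With a term for the siRNA, added after the data were seen, no gene passed either, and 299 and 302 genes had an unadjusted p under 0.05 with 1 residual degree of freedom. With no difference between the lines, a share of 0.05 of the 13494 tests would fall under this threshold, more than either fit gave. ATF3, a stress-induced transcription factor, was among the genes with the smallest p, with log2 ratios to control of -1.21 and -1.17 in MIA-PaCa2 and an interaction of 1.46 (SE 0.26, adjusted p = 1.00). The other genes with the smallest p were URGCP-MRPS24, UPK3BL1 and LOC730183, with the higher response in SUIT-2, and OR2A7, LOC112267959, TVP23C-CDRT4 and RPL17-C18orf32, with the lower one. Of these, URGCP-MRPS24, TVP23C-CDRT4 and RPL17-C18orf32 are read-through genes that share reads with their component genes, so their values are uncertain. OR2A7 is listed at 1.36 FPKM in the SUIT-2 control library and at 0 in all others. LOC112267959 is listed at 0 in the MIA-PaCa2 control library and LOC730183 at 0 in the SUIT-2 control library. The log2 values of these genes therefore depend on the pseudocount.

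Across 10220 genes with a mean of at least 1 FPKM in both lines, the log2 ratios of si-1 in MIA-PaCa2 and in SUIT-2 had a Pearson correlation of 0.422 and those of si-2 a correlation of 0.366, while si-1 in one line and si-2 in the other gave 0.177 and 0.187. None of these pairs shares a control library, though all share the control siRNA, and genes are not independent replicates. Within a line, where both siRNAs share the control library, si-1 and si-2 correlated at 0.433 in MIA-PaCa2 and 0.592 in SUIT-2, where unchanged groups that share a control gave 0.5 and 0.499 in simulations. The covariances were 0.0584 and 0.0611, against 0.0783 and 0.0532 simulated. The simulated noise was equal in all libraries of a line and took its size from the difference between si-1 and si-2. It thus holds any real difference between the siRNAs, so these values cannot decide whether the siRNAs share a response. In SUIT-2 the log2 ratios also followed the GC content of the 3' UTR, with Spearman correlations across 10051 genes of 0.553 for si-1 and 0.507 for si-2, against 0.026 and 0.191 in MIA-PaCa2. In the MIA-PaCa2 si-2 library, 207 genes that are at least 100 times lower in MIA-PaCa2 than in SUIT-2 stood at a median of 0.388% of their SUIT-2 level, and 30 of the 204 genes over 2-fold higher there belong to these. In the SUIT-2 si-2 library, 28 genes that are at least 100 times lower in SUIT-2 than in MIA-PaCa2 stood at a median of 0.355% of their MIA-PaCa2 level. Among the genes of SUIT-2, the epithelial genes KRT7 and EPCAM were 1.61 and 0.95 FPKM with si-2 and 0.08 and 0.03 FPKM with the control siRNA.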

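Only 7 of 11639 genes with a mean of at least 0.2 FPKM in both lines passed a 2-fold difference in the same direction in all 4 comparisons. ATM, on chromosome 11 of GRCh38 from 108222484 to 108369102, was the one below the control, at log2 ratios of -2.24 and -1.38 with si-1 and si-2 in MIA-PaCa2 and -2.09 and -2.65 in SUIT-2. The other 6 stood above the control in every comparison, and no condition had a replicate. PTPMT1, a mitochondrial phosphatase of cardiolipin synthesis on chromosome 11 from 47565430 to 47573461, was 28.6 and 25.6 FPKM with si-1 and si-2 and 6.44 FPKM with the control siRNA in MIA-PaCa2, and 16.3, 16.1 and 5.59 FPKM in SUIT-2. NTN1, which encodes the secreted guidance protein netrin-1 and lies on chromosome 17 from 9021542 to 9244000, was 2.92, 2.16 and 0.69 FPKM in MIA-PaCa2 and 2.07, 1.80 and 0.45 FPKM in SUIT-2. MET, the receptor of hepatocyte growth factor on chromosome 7 from 116672390 to 116798386, was 8.52, 8.93 and 3.25 FPKM in MIA-PaCa2 and, at a much higher level, 150.2, 147 and 61.4 FPKM in SUIT-2. ERCC5, an endonuclease of nucleotide excision repair on chromosome 13 from 102807146 to 102876001, was 10.7, 7.16 and 2.73 FPKM in MIA-PaCa2 and 11.5, 11.8 and 3.87 FPKM in SUIT-2. PDCD6, a calcium-binding protein of programmed cell death on chromosome 5 from 271621 to 353856, was 62.1, 60.8 and 28.6 FPKM in MIA-PaCa2 and 98.5, 84.3 and 41.6 FPKM in SUIT-2. SLC36A1, an amino acid transporter on chromosome 5 from 151437046 to 151492381, was the one with the widest gap between siRNAs, at 11.1, 3.72 and 1.64 FPKM in MIA-PaCa2 and 8.55, 4.91 and 2.1 FPKM in SUIT-2. All 7 genes are on the plus strand. PTPMT1 overlaps NDUFS3 and KBTBD4, ERCC5 overlaps BIVM and PDCD6 overlaps AHRR, so reads of the shared stretches cannot be assigned with certainty.

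Of the 11639 genes, 86 were over 2-fold higher and 12 over 2-fold lower with both siRNAs in MIA-PaCa2, and 31 and 6 in SUIT-2. The lists of the 2 lines, which share the control siRNA but no control library, had 6 higher genes and 1 lower gene in common. Independent lists of these sizes would share 0.229 and 0.006. The lower gene is ATM, the target of both siRNAs, so its overlap was set by the design. An action of the control siRNA in both lines could also give shared higher genes. With both si-1 libraries taken as the baseline in place of the controls, 25 genes were over 2-fold higher and 12 over 2-fold lower in all 4 comparisons, more than with the controls, and the other 7 choices of 1 baseline per line gave 0 to 3 higher and 0 to 1 lower. With a pseudocount of 1 in place of 0.1, NTN1 and SLC36A1 no longer passed the 2-fold difference in every comparison.

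**Figure D1:**
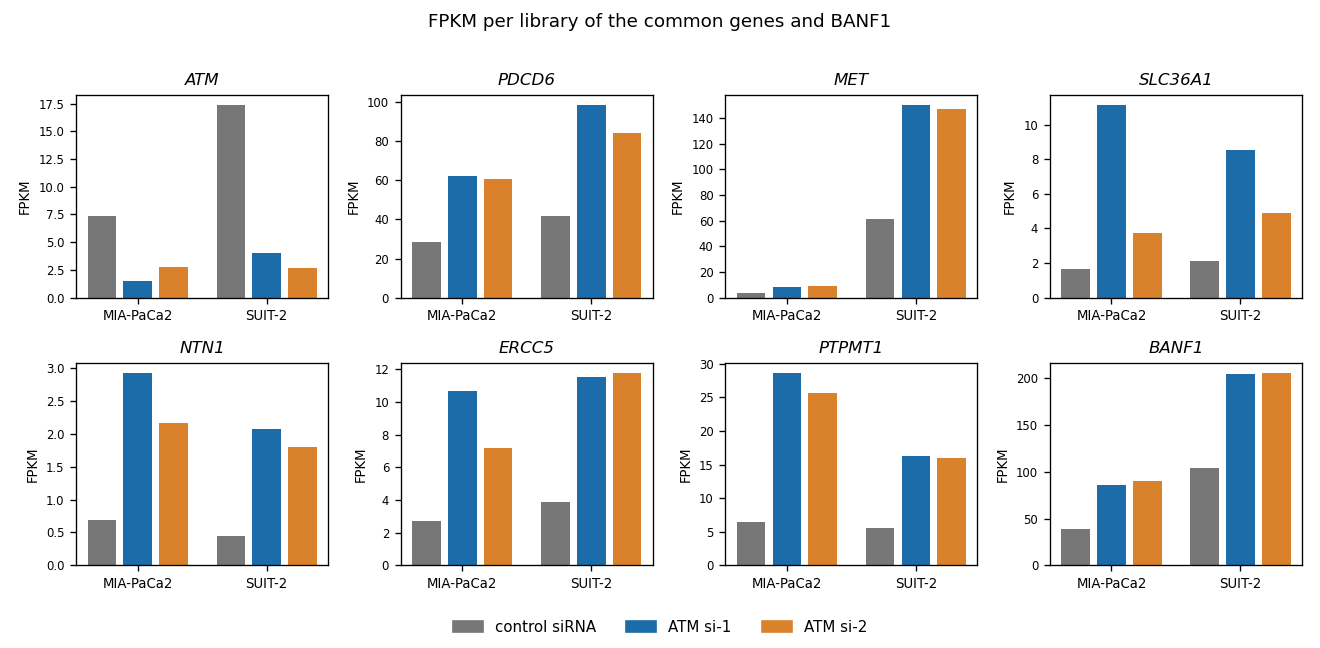
FPKM (vertical axes, each starting at 0) of ATM, PDCD6, MET, SLC36A1, NTN1, ERCC5, PTPMT1 and BANF1 in the 6 libraries, with 1 bar per library and no error bars because no condition had a replicate. Grey bars are the control siRNA, blue bars si-1 and orange bars si-2. ATM stands at 7.33 FPKM with the control siRNA in MIA-PaCa2 and at 17.4 FPKM in SUIT-2 and lower in both siRNA libraries of each line, while the other 7 genes stand higher than the control in all 4 siRNA libraries.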

Among the identified DEGs in the four groups, seven genes (*ATM, PDCD6*, *MET*, *SLC36A1*, *NTN1*, *ERCC5*, and *PTPMT1*) that were common in all four groups are listed in Fig. 3A. The Heat Map Analysis demonstrated that there were no down-regulated genes other than *ATM*, and the other six genes were strongly up-regulated (Fig. 3B). 

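MET, PTPMT1, PDCD6 and BANF1 stood higher with the ATM siRNAs than with the control siRNA, across both ATM siRNAs and both cell lines. All comparisons use the same control siRNA. A lowering of these genes by it therefore cannot be told apart from a rise with the loss of ATM. The log2 change was 1.79 for PTPMT1 (SE 0.16, adjusted p = 0.032 from limma), 1.34 for MET (SE 0.11, adjusted p = 0.032), 1.12 for PDCD6 (SE 0.11, adjusted p = 0.035) and 1.07 for BANF1 (SE 0.10, adjusted p = 0.035). All 4 calls were lost with a pseudocount of 0.01, no filter, no trend or no cell line term, and that of BANF1 also with the adjustment for GC content and length of the 3' UTR, where its log2 change was 1.01 (SE 0.11). BANF1 (chromosome 11 of GRCh38, 66002079 to 66004149), a DNA-binding protein of the nuclear lamina that the paper does not list, had log2 ratios of 1.13 and 1.2 in MIA-PaCa2 and 0.97 and 0.98 in SUIT-2, just under 2-fold. NTN1 had a log2 change of 1.80 (SE 0.21, adjusted p = 0.069), ERCC5 of 1.60 (SE 0.19, adjusted p = 0.069), SLC36A1 of 1.75 (SE 0.42, adjusted p = 0.36) and ATM of -2.09 (SE 0.29, adjusted p = 0.098), and these did not pass the test. No gene was lower at an adjusted p under 0.05 in limma, and at an unadjusted p under 0.05 there were 751 genes higher and 275 lower. With no change at any gene, a share of 0.05 of the 13494 tests would fall under that threshold. Adjusted over the list alone, the 7 genes of Fig. 3A gave 6 higher and 1 lower, and 3 higher over all genes tested, but the study chose this list on these libraries, so it is not independent evidence. The list moved upward against all other genes in limma's camera test (adjusted p = 2.4e-09). Its adjusted p = 0.62 with an estimated correlation.

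Of 11639 genes, 1996 (17.1%) were above the control in all 4 comparisons and 1484 (12.8%) below it. Both siRNAs of a line share its control library, so part of this agreement would arise with no change. By the smallest of the 4 log2 ratios, the highest besides the 6 of Fig. 3A and BANF1 were MSANTD3-TMEFF1, DISP2, SRPRA, WDR83 and ZNF891. SRPRA, a subunit of the signal recognition particle receptor, had a log2 change of 1.06 (SE 0.12, adjusted p = 0.069), and MSANTD3-TMEFF1, a read-through gene whose reads are shared, of 1.33 (SE 0.23, adjusted p = 0.21). The lowest besides ATM were ZNRF2, POLR3G, ANKRD20A2, SHLD1, RBMS1, DNAH14, SPA17, USP45, RUNX2, TRIM39-RPP21 and DEPDC1. Among these the RNA polymerase III subunit POLR3G had a log2 change of -1.04 (SE 0.26, adjusted p = 0.38), the shieldin subunit SHLD1, which acts in double-strand break repair, of -0.62 (SE 0.20, adjusted p = 0.54) and the transcription factor RUNX2 of -0.59 (SE 0.20, adjusted p = 0.58). Without the MIA-PaCa2 si-2 library, limma called NTN1 and ERCC5 higher and ATM lower as well, and without any other single library it called no gene. With the libraries of 1 siRNA and the controls alone, it called all 7 genes of Fig. 3A and BANF1 for each siRNA. These fits leave out the spread between siRNAs and called 491 genes higher and 358 lower for si-1 and 63 and 26 for si-2. Both use the same control libraries, so their calls are not separate evidence. BANF1 holds the word GACGTA in its 3' UTR (66003885 to 66003890), which is more frequent among the genes above the control in all 4 comparisons than among matched genes. From the genes shared by the 4 comparisons and the heat map of Fig. 3B, the paper concludes that ATM alone was down-regulated and that the other genes were strongly up-regulated.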

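No gene of the apoptosis list passed the test after ATM knockdown. The test called only 4 of 13494 genes, so a list of this size with no called gene is usual. Of 30 genes of death receptors, adaptors, caspases and inhibitors of apoptosis, 14 had a log2 change above 0 and 16 below it, 3 were above the control in all 4 comparisons and 3 below it, and none passed in limma, also when adjusted over the list alone. PARP1, a DNA-break sensor that caspases cleave, was 29.2 FPKM with si-1, 71.8 FPKM with si-2 and 71.9 FPKM with the control siRNA in MIA-PaCa2 and 19.5, 42.9 and 44.0 FPKM in SUIT-2, a log2 change of -0.63 over both siRNAs (SE 0.40, adjusted p = 0.72). The log2 change was 0.45 for the adaptor TRADD (adjusted p = 0.65), -0.41 for the death receptor FAS (adjusted p = 0.71) and -0.37 for BIRC3 (adjusted p = 0.77). Of 13 genes that promote apoptosis in the BCL-2 family none passed, with log2 changes of 0.68 for BMF, 0.60 for BAK1, -0.42 for BCL2L11 and -0.36 for PMAIP1. BAD was 34.9, 29.9 and 31.1 FPKM with si-1, si-2 and the control siRNA in MIA-PaCa2 and 34.3, 33.6 and 27.2 FPKM in SUIT-2 (log2 change 0.19, SE 0.12, adjusted p = 0.73). BCL2, which protects from apoptosis, stood at 0.84, 0.79 and 0.96 FPKM in MIA-PaCa2 and 0.53, 0.47 and 0.69 FPKM in SUIT-2, below the control in all 4 comparisons without passing the test (log2 change -0.31, SE 0.21, adjusted p = 0.73). Of 4 tested genes of the family that protect from apoptosis, MCL1 was above the control in all 4 comparisons, with a log2 change of 0.82 (SE 0.17, adjusted p = 0.32), and it is the one gene that passed when adjusted over the list alone.

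Of 32 genes that are highest in dividing cells, 24 had a log2 change below 0 and 11 were below the control in all 4 comparisons, and none passed singly. As a group they were lower than other genes in limma's camera test (median log2 change -0.15, adjusted p = 0.022). The adjusted p = 0.94 with an estimated correlation, 0.068 with quantile normalization (median -0.16), 0.063 with the si-2 libraries and the controls alone (median -0.09), 0.18 without the MIA-PaCa2 si-2 library (median -0.12), 0.16 without the MIA-PaCa2 control library (median -0.19) and 0.32 without the SUIT-2 si-1 library (median -0.06). TOP2A had a log2 change of -0.49, CENPF of -0.40 and CCNA2 of -0.34, while CCNE1 stood at 0.35. Of 27 genes of nucleotide excision repair none passed over all genes and ERCC5 passed when adjusted over the list alone, while ERCC1 was at 0.35 and XPC at -0.32. The study had picked ERCC5 on these same libraries, so its passing over the list alone is not independent evidence. Of 24 genes of homologous recombination, 19 were below 0 and none passed, with BRCA2 at -0.38 and RAD51C at -0.31, and the list passed the camera test without the MIA-PaCa2 si-1 library (adjusted p = 0.015) or the SUIT-2 si-2 library (0.013), but not with an estimated correlation (0.94), with the adjustment for GC content and length of the 3' UTR (0.42, median -0.07) or without the SUIT-2 si-1 library (0.44, median -0.03). Of 32 genes of focal adhesion and migration none passed over all genes, and adjusted over the list alone 1 was higher, the adaptor CRK at 0.99 (SE 0.18), and 1 lower, the integrin ITGB1 at -0.66 (SE 0.15). ITGA2, also of this list, stood at 0.39 FPKM in MIA-PaCa2 with si-2 and is listed at 0 with the control siRNA, and it is at least 100 times lower in MIA-PaCa2 than in SUIT-2.

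The median log2 changes were -0.02 for the apoptosis list, 0.18 for the BCL-2 family genes that promote apoptosis, -0.02 for nucleotide excision repair, -0.11 for homologous recombination and 0.12 for focal adhesion, with camera adjusted p-values of 0.74, 0.74, 0.80, 0.078 and 0.94. For nucleotide excision repair the mean, 0.04, differs in sign from the median. The lists were written from general knowledge and are not the KEGG gene sets, which were not used here.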

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed on the screened DEGs, and cancer-related pathways, including the apoptotic pathway, was identified as significant (*p* < 0.05; Supplementary Figure S1) [28].

**Fig. 3:**
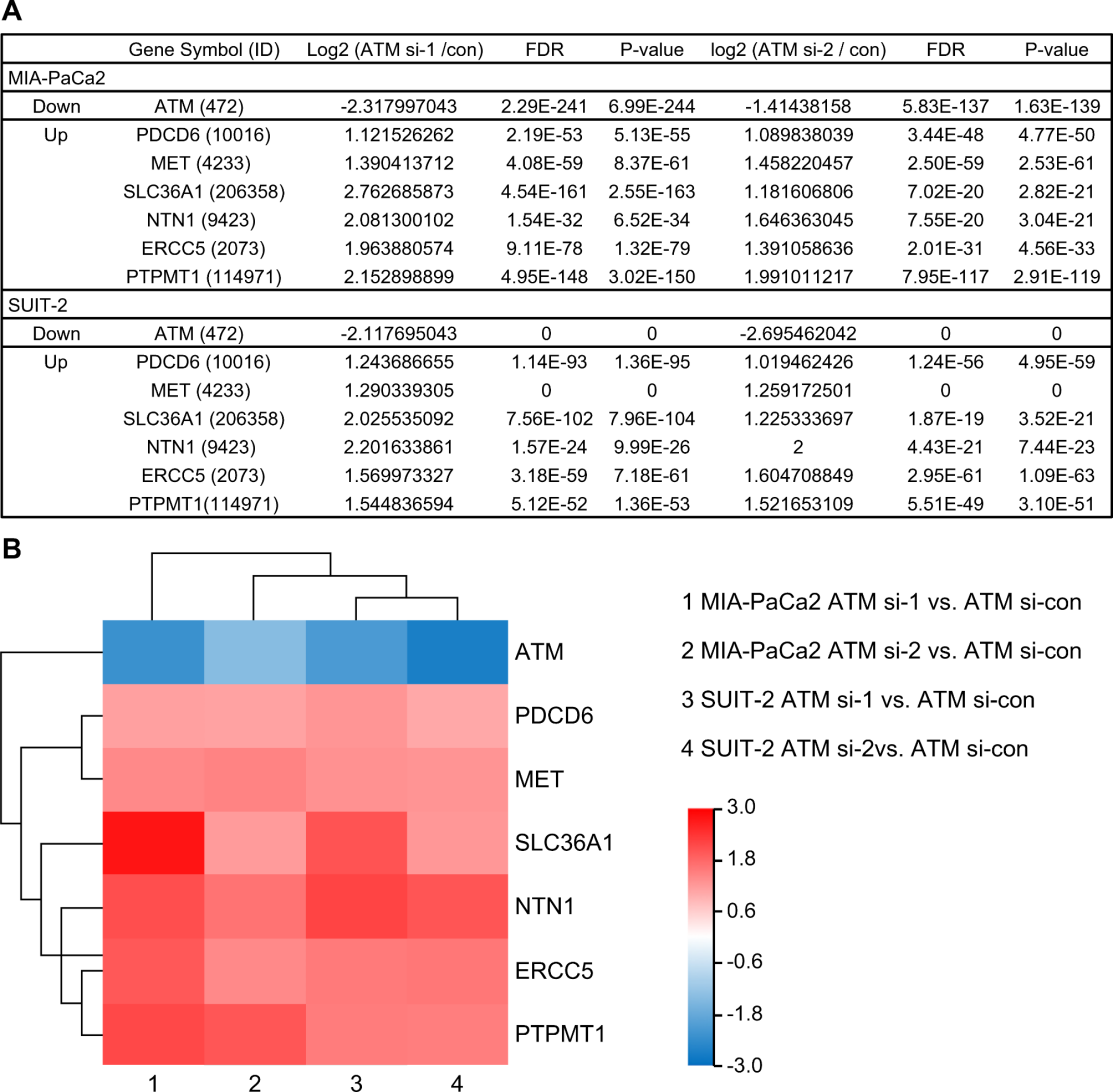
RNA sequencing in *ATM*-knockdown PC cell lines. RNA sequencing was performed after transfection of PC cell lines with si-ATM and si-ATM-negative controls. (**A**) Common DEGs within a unique cluster of the four groups from the two cell lines were listed. DEGs were defined as genes with fold change > 2, p-value < 0.05, and FDR < 0.001. (**B**) Heatmap analysis of seven DEGs in two cell lines. PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; DEGs, differentially expressed genes

### ATM silencing up-regulated the expression MET, NTN1, and antiapoptotic protein in PC cell lines

In recent years, several studies have demonstrated that the up-regulation of MET and NTN1 was closely related to the occurrence and development of various malignancies including PC [29, 30]. To confirm the effect of *ATM* knockdown on *MET* and *NTN1* mRNA expression, RT-PCR was performed. *MET* and *NTN1* mRNA expression was substantially up-regulated in *ATM*-knockdown PC cell lines (Fig. 4A, B). In addition, increased MET and NTN1 expression was confirmed using western blotting (Fig. 4C, D). MET can inhibit the apoptotic pathway by inducing anti-apoptotic BCL-2 family [29]. Therefore, *ATM* silencing markedly strengthened BCL-2 and BAD protein levels in MIA-PaCa2 and SUIT-2 cells (Fig. 4C and D).

**Fig. 4:**
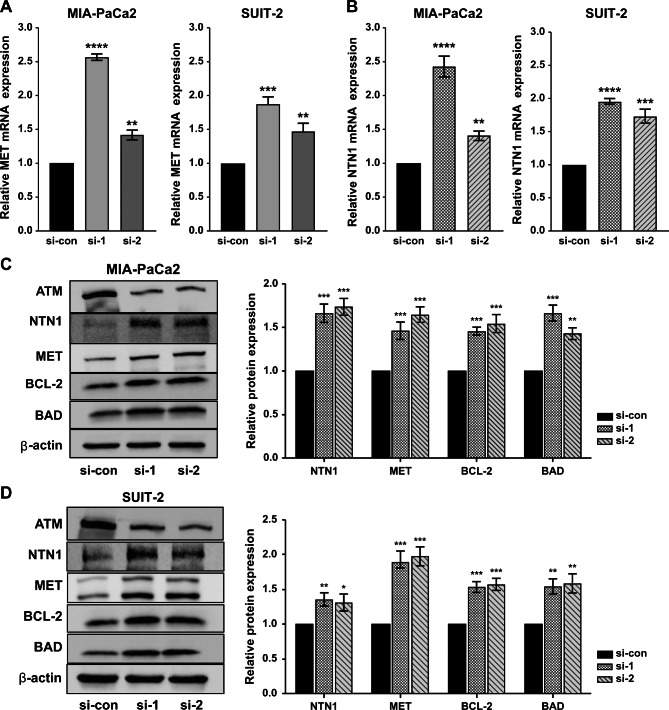
HIF-1α, NTN1, BCL-2, and BAD expression in *ATM*-knockdown PC cell lines. RT-qPCR analysis of *MET* mRNA expression after transfection with si-ATM and si-ATM negative control in MIA-PaCa2 (**A** left), and SUIT-2 (**A** right) cells. RT-qPCR analysis of *NTN1* mRNA expression after transfection with si-ATM and si-ATM negative control in PC cell lines, MIA-PaCa2 (**B** left), and SUIT-2 (**B** right) cells. NTN1, MET, BCL-2, and BAD expression after *ATM*-knockdown was measured by western blotting and quantified using ImageJ software in MIA-PaCa2 (**C**), and SUIT-2 (**D**) cells. For the original bands, please see additional files Supplementary Fig. S3 and Fig. S4. All data are presented as mean ± SD from three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; si-con/si-1/si-2, ATM si-RNA negative control/1/2; MET, mesenchymal-epithelial transition; NTN1, netrin-1; BCL-2, B cell lymphoma-2; BAD, Bcl-2 agonist of cell death

### ATM silencing induces ROS accumulation and hypoxia inducible factor-1α (HIF-1α) expression in PC cell lines

ATM deficiency can induce ROS accumulation and stable HIF-1α expression by disturbing mitochondrial functions. To confirm the effect of *ATM* knockdown on intercellular ROS accumulation in PC cell lines, the ROS activity assay was performed. *ATM* knockdown increased intercellular ROS activities in MIA-PaCa2 and SUIT-2 cells (Fig. 5A). In addition, HIF-1α and phospho-HIF-1α expression was up-regulated in *ATM*-knockdown MIA-PaCa2 and SUIT-2 cells (Fig. 5B).

**Fig. 5:**
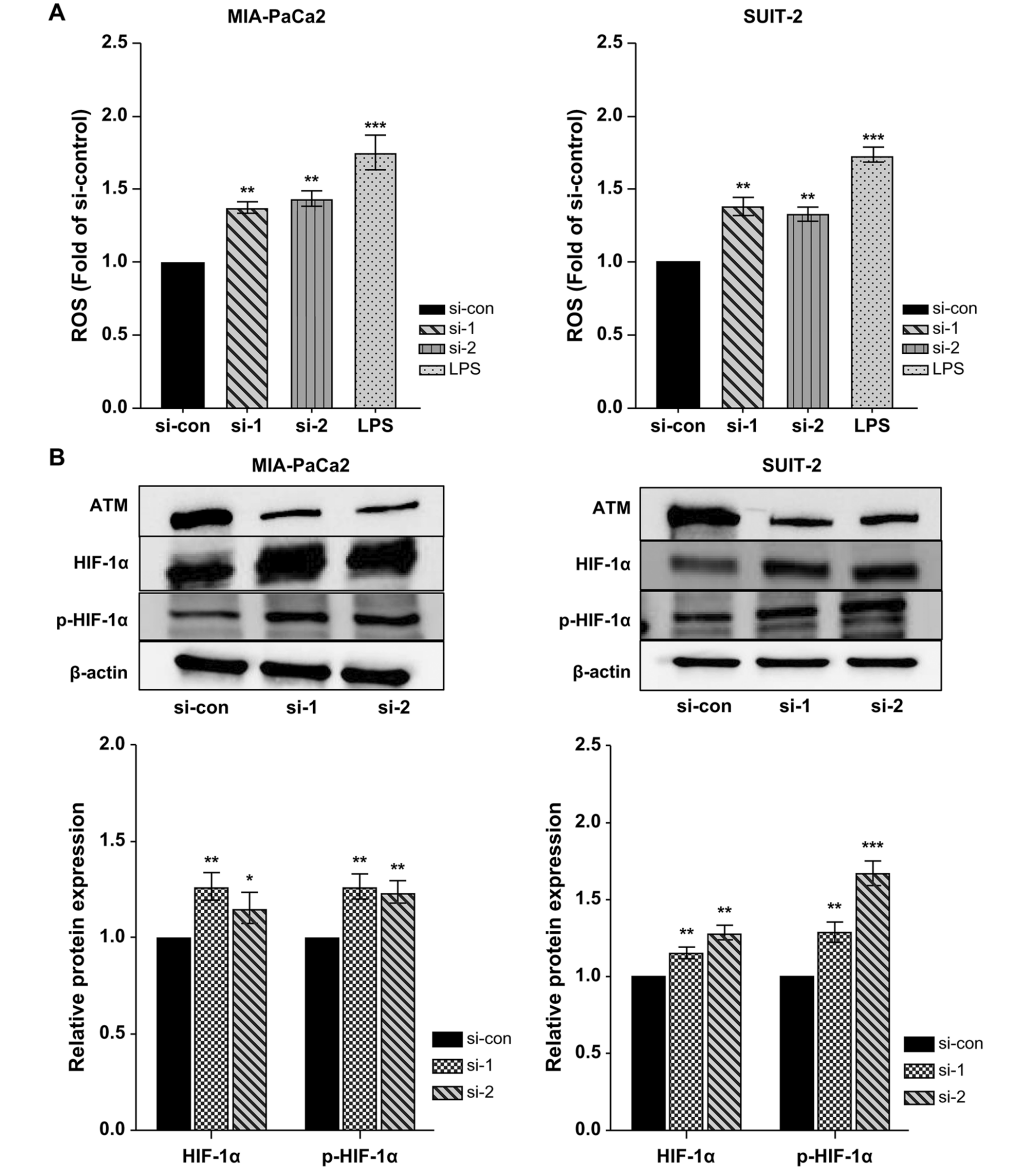
ATM silencing induces ROC accumulation and HIF-1α expression in PC cell lines. Intracellular ROS levels were measured after transfection with si-ATM and si-ATM negative control in PC cell lines, MIA-PaCa2 (**A**; left), and SUIT-2 (**A**; right) cells. Cells treated with 2 µg/mL lipopolysaccharide for 24 h were used as positive control. HIF-1α and p-HIF-1α expression after *ATM*-knockdown in MIA-PaCa2 (**B**; left) and SUIT-2 (**B**; right) was measured by western blotting and quantified using ImageJ software. For the original bands, please see additional files Supplementary Fig. S5 and Fig. S6. All data are presented as mean ± SD from three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; si-con/si-1/si-2, ATM si-RNA negative control/1/2; HIF-1α, hypoxia inducible factor-1α; p-HIF-1α, phosphorylated hypoxia inducible factor-1α

### ATM expression can regulate PC cell sensitivity to gemcitabine

We evaluated whether ATM expression levels affect gemcitabine cytotoxicity in PC cell lines. Post-transfection with an ATM siRNA, the IC_50_ of MIA-PaCa2 and SUIT-2 cells significantly increased when compared with that of the control group (*p* < 0.001 and *p* < 0.001, respectively; Fig. 6). Therefore, *ATM* knockdown suppresses gemcitabine sensitivity in PC cell lines.

**Fig. 6:**
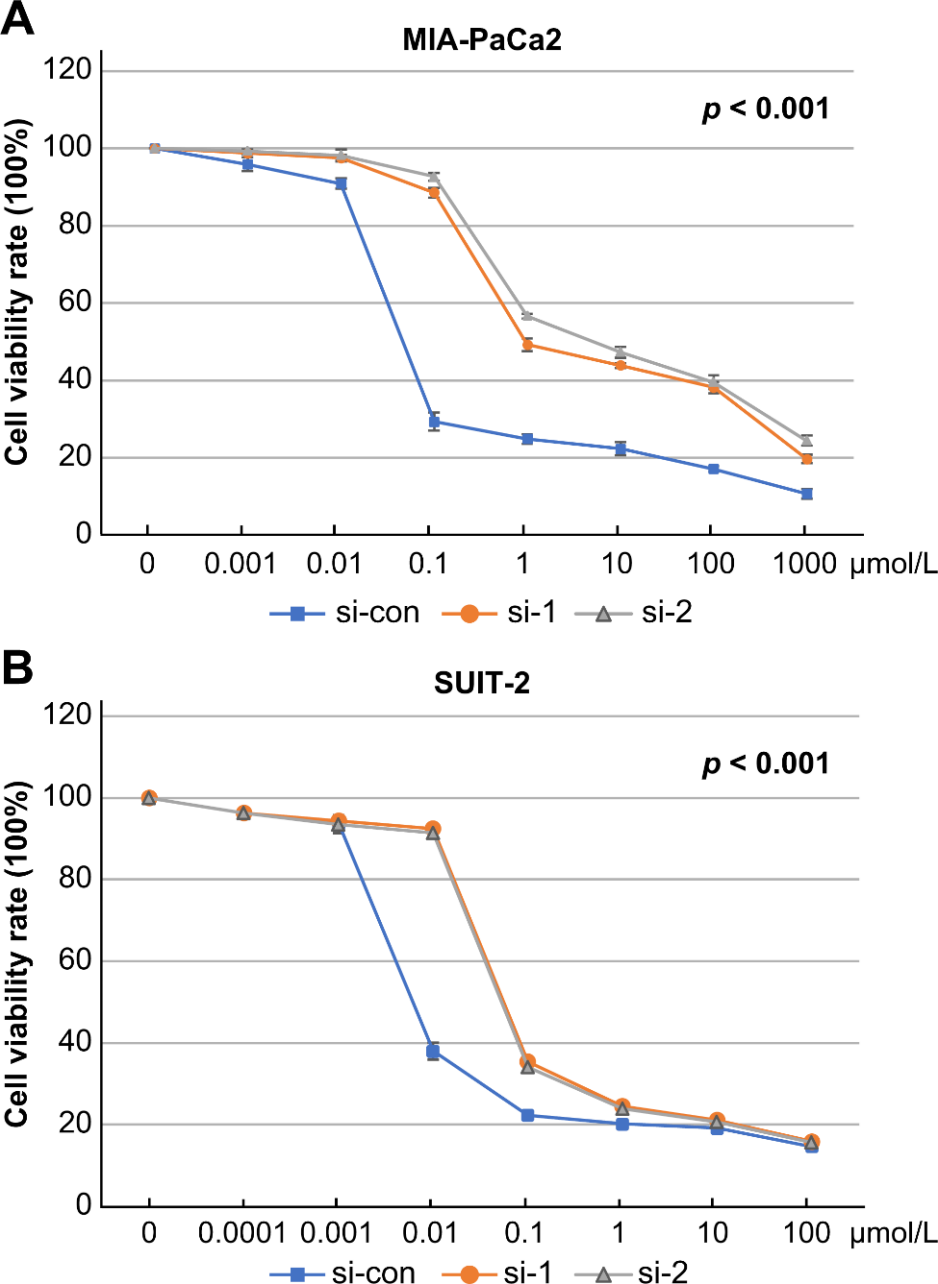
Gemcitabine chemosensitivity in *ATM*-knockdown PC cell lines. Cytotoxicity was assessed using the MTT assay in MIA-PaCa2 and SUIT-2 cells. Differences in IC_50_ between ATM si-RNA (1&2) and ATM si-RNA con were compared; effects of ATM expression levels on gemcitabine sensitivity were calculated. MIA-PaCa2, IC_50_: con vs. si-1, *p* < 0.001; con vs. si-2, *p* < 0.001. SUIT-2, IC_50_: con vs. si-1, *p* < 0.001; con vs. si-2, *p* < 0.001. PC, pancreatic cancer; ATM, ataxia telangiectasia mutated; si-con/si-ATM1/si-ATM2, si-ATM RNA negative control/1/2

## Discussion

ATM plays a unique role in DDR, cell-cycle checkpoint activation, maintenance of genomic stability, and apoptotic system regulation [18]. Loss of ATM results in a greater risk of developing tumors; therefore, this can be used as an important observational risk factor in cancer progression. Previously, it was reported that the loss of ATM and normal TP53 expression is associated with poor prognosis in PC patients [31]. Likewise, ATM expression can be used as a prognostic marker in breast, gastric, and gall bladder cancers [20, 32, 33]. Although we did not obtain any evidence that ATM loss has an impact on PC patient prognosis, we are the first to report that low phospho-ATM expression is significantly important for OS and DFS in PC patients. Phospho-ATM loss is associated with early-stage tumor progression, tumor growth, and melanoma prognosis [34]. In addition, genomic studies have confirmed that ATM plays an important role as a part of intracellular signaling networks when autophosphorylated at serine 1981 (Ser1981) and transformed from an inactive homodimer to an active monomer; interestingly, ATM activity is regulated by phosphorylated ATM [7, 19, 21].

Our gene-expression analysis revealed the upregulation of *MET* and *NTN1* after *ATM* knockdown. Therefore, we hypothesized the occurrence of a disorder in redox reactions in ATM-deficient cells, which in turn would regulate HIF-1α activity and participate in *MET* and *NTN1* transcriptional regulation via HIF-1α. 

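MET stood 2.52-fold and NTN1 3.49-fold above the control in the limma fit over both siRNAs and both cell lines, and MET passed the test while NTN1 did not. Of 19 genes of MET receptor signalling, MET was the one that passed, over all genes and when adjusted over the list alone. Among its partners, the scaffold protein RANBP9 had a log2 change of -0.49 (SE 0.29, adjusted p = 0.69), and the protease inhibitor SPINT1 and the protease ST14, at 0.53 and 1.07 FPKM with si-2 against 0 and 0.16 FPKM with the control siRNA in MIA-PaCa2, are among the genes of SUIT-2 seen in that library. Of 10 tested genes of netrins and their receptors none passed over all genes, where NTN1 had an adjusted p = 0.069 from limma. NTN1 passed when adjusted over the list alone (adjusted p = 3.8e-04). The study had picked MET and NTN1 on these same libraries, so their passing over the lists alone is not independent evidence. The netrin receptor UNC5B had a log2 change of -0.71 (SE 0.24, adjusted p = 0.57), below the control in all 4 comparisons. The camera adjusted p was 0.74 for MET receptor signalling and 0.80 for the netrins and their receptors.

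HIF1A was 131 and 119 FPKM with si-1 and si-2 and 130.3 FPKM with the control siRNA in MIA-PaCa2, and 38.4, 43.8 and 45.5 FPKM in SUIT-2 (log2 change -0.11, SE 0.11, adjusted p = 0.82). Of 45 targets of HIF-1, 21 had a log2 change above 0 and 24 below it, 7 were above the control in all 4 comparisons and 6 below it, and none passed, also when adjusted over the list alone (median -0.01, camera adjusted p = 0.74). MXI1 had a log2 change of -0.68, the glucose transporter SLC2A3 of 0.64, BHLHE41 of -0.52 and the histone demethylase KDM3A of 0.50. The test called only 4 of 13494 genes, so a list of this size with no called gene is usual. The paper reports a rise of HIF-1α protein and proposes that it came from changes after transcription, which the RNA of HIF1A does not measure.

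MET and NTN1 both hold the word GACGTA in the 3' UTR, on the plus strand of GRCh38. In MET it lies on chromosome 7 from 116797599 to 116797604, within TGTCGACGTAAACA, with another copy in the coding sequence from 116795712 to 116795717. In NTN1 it lies on chromosome 17 from 9240224 to 9240229, within ACGAGACGTAGCTA, and from 9243770 to 9243775. The word was present in the 3' UTR of 185 of the 1964 genes above the control in all 4 comparisons (9.42%), and of 62 of 1964 genes matched on 3' UTR length, GC content and level (3.16%). All comparisons use the same control siRNA, whose sequence is not given in the sources used here. For genes with the word, a lowering by the control siRNA cannot be told apart from a rise with the loss of ATM.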

ATM is expressed in the nucleus and cytoplasm and is present in the mitochondria [35], where it plays a positive role in regulating metabolism and maintaining homeostasis of the internal environment. Mitochondria are the main sites of ROS synthesis. ATM promotes activation of G6PDH, the rate-limiting enzyme of the pentose phosphate pathway (PPP), thereby regulating PPP [19, 36–38]. The main function of ATM is to participate in oxidative-stress regulation and maintain oxidative stress in a reduced state to avoid damage caused by excessive ROS accumulation. ATM deficiency has been reported to result in increased ROS accumulation [35, 39]. In addition, mitochondrial ROS plays a pivotal role in HIF-1α activation and regulates HIF-1α expression through several signaling pathways [40–42]. Some studies have confirmed that oxidative stress is induced in ATM-deficient cells. More importantly, the absence of ATM stimulates HIF-1α expression through post-translational modifications [43]. Here, we demonstrated that *ATM* knockdown in cells via siRNA transfection led to intercellular ROS accumulation and consistently high HIF-1α and phospho-HIF-1α expression. ATM loss in PC cells may increase oxidative stress and ROS accumulation, thereby causing increased HIF-1α and phospho-HIF-1α expression through post-transcriptional modifications.

As a transcriptional factor, HIF-1α binds to hypoxia-response elements (HREs) in the promoters of many genes, activating the mRNA transcription of various targets. HIF-1α binds to multiple sites in the promoter region of *MET*, regulating its transcription and increasing *MET* mRNA levels [44, 45]. Consecutively, MET kinase activation produces an amplification effect through tyrosine autophosphorylation and intermolecular interactions [46]. Continuous activation and amplification of the MET signal through the positive feedback pathway results in excessive *MET* transcription and translation [45]. Additionally, HIF-1α plays an indispensable role in inducing *NTN1* transcription [47, 48]. HIF-1α regulates *NTN1* transcription by binding to HREs in the promoter, amplifying its mRNA by more than 4-fold [47, 48]. Here, RT-qPCR analyses indicated that ATM loss up-regulates *MET* and *NTN1* transcription. The activation of HIF-1α by *ATM* silencing may stimulate *MET* and *NTN1* transcriptional activity. Accordingly, MET and NTN1 protein levels significantly increased in *ATM*-knockdown cells.

MET plays a crucial role in tumor-cell proliferation, motility, anti-apoptosis, and angiogenic-factor secretion [49]. Moreover, its stem-like function is necessary for tumor initiation, propagation, and dissemination [50]. High MET expression levels have been observed in various carcinomas. In colorectal cancer, stromal myofibroblasts were shown to promote MET expression by secreting hepatocyte growth factor and activating WNT self-renewal to maintain long-term tumor stem-cell proliferation [50]. Similar conditions were observed in PC patients; tumor cell-derived fibroblasts promoted high MET expression, thereby enhancing their invasive ability through the basement membrane [49]. *NTN1*, as an oncogene, performs a homogeneous role in tumorigenesis similar to that of *MET*. NTN1 overexpression in mouse colons inhibits intestinal epithelial cell apoptosis, inducing colonic hyperplasia and adenoma, and demonstrates an upward trend. However, NTN1 may play an important role in the early stages of adenoma progression into colon cancer [51]. In addition, MET signaling activation has been related to phosphorylation of intracellular downstream signaling cascades, which are directly mediated by PI3K/AKT/NF-κB, MAPK/ERK, and FAK pathways or other possible indirect pathways, affecting the anti-apoptotic system, especially the up-regulation of the anti-apoptotic gene, *BCL-2* [29, 52]. Interestingly, NTN1 was found to stimulate BCL-2 expression. In this study, we confirmed MET and NTN1 signal activation due to the lack of ATM and observed significant differences in *ATM*-knockdown cell proliferation and migration abilities when compared with the control group. We further found that the anti-apoptotic signal was activated, and BCL-2 family (BCL-2, BAD) expression levels were enhanced, as indicated by western blot analysis. BAD (Bcl-2-associated death promoter), a pro-apoptotic protein belonging to the BCL-2 family, usually forms a dimer complex with BCL-2, triggering the activation of apoptotic signaling. Furthermore, BAD resists the G0/G1 phase and then enters the S phase, which explains its role in the acceleration of the cell cycle and promotion of proliferation [53]. In addition, BAD promotes mitochondrial metabolism by increased ROS generation, which in turn promotes the accumulation of BAD [54]. However, when phosphorylated BAD is separated from the complex, and apoptosis is suppressed [55]. Studies have also found that BAD expression promotes tumor-cell growth [53, 54]. Our findings confirmed that *ATM* knockdown in PC cell lines induces BAD expression. Overall, ATM deficiency increased PC cell proliferation through BAD signaling. Anti-apoptotic gene overexpression significantly contributes to tumor drug resistance due to their insensitivity to chemotherapeutic drugs. BCL-2 has been reported to inhibit tumor cell apoptosis induced by chemotherapy drugs by reducing the permeability of the mitochondrial membrane and maintaining its integrity [56]. Cytotoxicity assays verified that *ATM* knockdown reduced PC cell sensitivity to gemcitabine by up-regulating BCL-2 expression.

The present study has several limitations. 

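Besides MET and NTN1, the genes PDCD6, SLC36A1, ERCC5 and PTPMT1 were over 2-fold above the control in all 4 comparisons, and PDCD6 and PTPMT1 also passed limma's test over both siRNAs and both lines. PTPMT1 had log2 ratios of 2.14 and 1.97 in MIA-PaCa2 and 1.53 and 1.51 in SUIT-2, so the 2 siRNAs lay close together within each line. PDCD6 had the smallest ratios, at 1.12 and 1.09 in MIA-PaCa2 and 1.24 and 1.02 in SUIT-2, and ERCC5 stood at 1.93 and 1.36 in MIA-PaCa2 and 1.55 and 1.58 in SUIT-2. SLC36A1 was at 2.69 with si-1 and 1.13 with si-2 in MIA-PaCa2 and at 1.98 and 1.19 in SUIT-2, and it was 1 of the genes that differed between the 2 siRNAs in limma. The word GACGTA described for MET and NTN1 is also present in the 3' UTR of PTPMT1 (chromosome 11 of GRCh38, 47571720 to 47571725), of ERCC5 (chromosome 13, 102875966 to 102875971, within CAAAGACGTAATAA) and, in some transcripts, of PDCD6 (chromosome 5, 314943 to 314948). It was not found in a 3' UTR or coding sequence of SLC36A1. The call for PDCD6 and PTPMT1 was lost with a pseudocount of 0.01, without the filter on low levels, without the mean-variance trend and without the term for the cell line, and when any 1 library other than MIA-PaCa2 si-2 was left out.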

First, RNA sequencing confirmed that four genes other than *MET* and *NTN1* were upregulated after *ATM* knockdown; however, we only focused on *MET* and *NTN1*. MET and NTN1 expression in PC cells is associated with high malignancy and poor prognosis [29, 30]. Thus, further studies are needed to explore the importance of the other four upregulated genes in *ATM*-knockdown PC cells. Second, although immunohistochemical and clinical data analyses showed that low phospho-ATM expression was associated with patient prognosis, the expression of phospho-ATM could not be suppressed directly in gemcitabine cytotoxicity assays. However, it was demonstrated that ATM-specific siRNA could suppress the phospho-ATM level to a level almost equivalent to that of ATM. Therefore, it was suggested that the reduced expression of ATM and its phosphates is significantly involved in cancer malignancy and gemcitabine resistance. To elucidate the molecular mechanisms, MET and NTN1, the expression of which is upregulated in *ATM* knockdown cells, needs to be investigated further. In addition, in vivo experiments using mouse xenograft models should be conducted.

In summary, clinical data and immunohistochemical analyses revealed that low ATM and phospho-ATM expression is frequently observed in PC patients, contradicting the results obtained in previous studies with larger patient cohorts. Interestingly, in our study, ATM deficiency had no effect on patient prognosis. However, our study demonstrated a strong relationship between phospho-ATM expression, PC progression, and patient survival, i.e., patients with low phospho-ATM expression have a poor prognosis. Furthermore, the present study is the first to clearly analyze the complex molecular mechanism of poor prognosis in patients with low ATM expression. Collectively, our study demonstrated that low ATM expression can up-regulate downstream oncogene expression, inhibit apoptosis, and promote PC cell proliferation and migration, especially of gemcitabine-resistant cells. Therefore, phospho-ATM expression is significant for PC patient prognosis, and ATM can be used as a potential therapeutic target for PC.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Generated RNA-sequencing datasets were deposited in the Gene Expression Omnibus database (Accession No. GSE224882, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224882) All other supporting data are available from the corresponding authors on reasonable request.

## List of abbreviations

A-T: ataxia telangiectasia
ATM: Ataxia telangiectasia mutated
BAD: Bcl-2 agonist of cell death
BCL-2: B cell lymphoma-2
BRCA: Breast cancer gene
CHK2: Checkpoint kinase 2
DDR: DNA damage response and repair
DEGs: differentially expressed genes
DFS: disease-free survival
DSBs: DNA double strand breaks
DSBs: DNA double strand breaks
EMT: epithelial-mesenchymal transition
HIF-1α: hypoxia inducible factor-1α
HREs: hypoxia-response elements
IHC: immunohistochemistry
MET: mesenchymal-epithelial transition
NTN1: netrin-1
OD: optical density
OS: overall survival
PARP: poly (ADP-ribose) polymerase
p-ATM: phosphorylated ATM
PC: pancreatic cancer
PIKK: phosphatidylinositol 3-kinase-related protein kinase
PPP: pentose phosphate pathway
ROS: reactive oxygen species
SD: standard deviation
si-RNA: small interfering RNA

# Supplementary material for: Reduced expression of phosphorylated ataxia-telangiectasia mutated gene is related to poor prognosis and gemcitabine chemoresistance in pancreatic cancer
**Source:** BMC Cancer. 2023 Sep 6;23:835. doi: 10.1186/s12885-023-11294-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

Supplementary Information

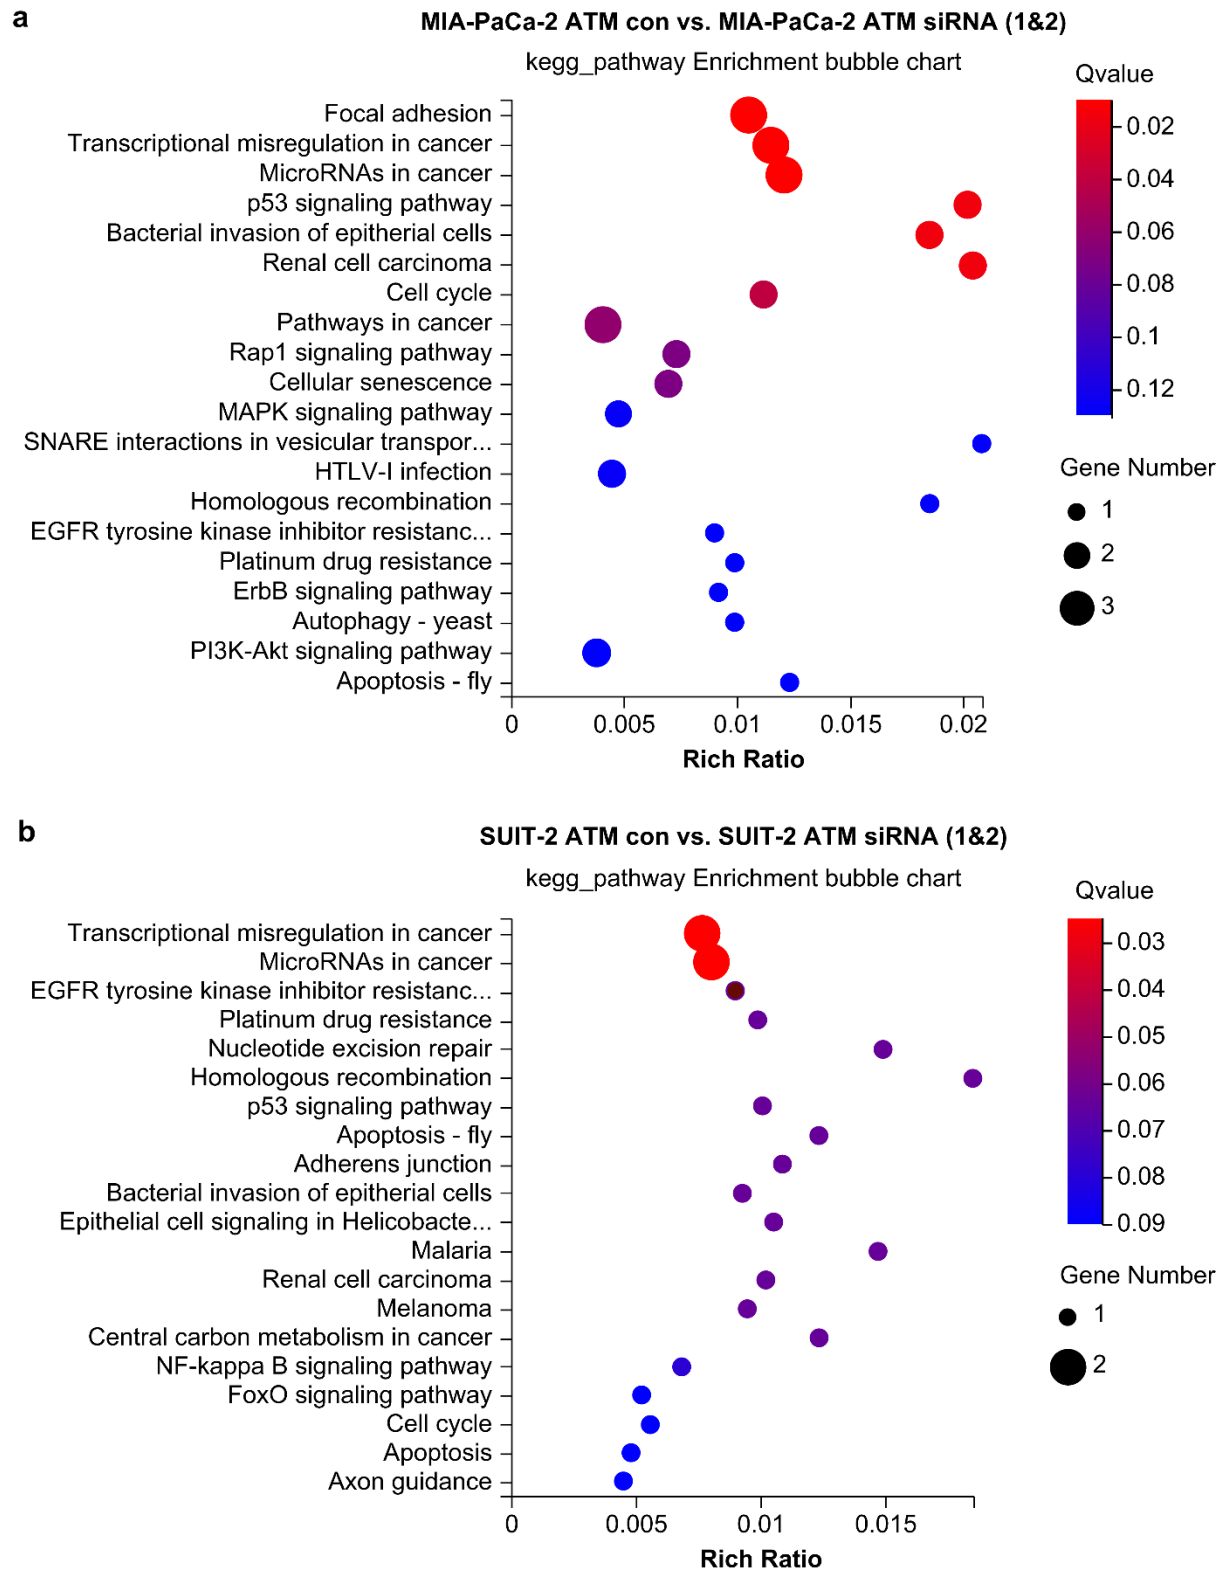

Supplementary Figure S1. Enrichment bubble diagram in KEGG pathway analysis.

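In MIA-PaCa2, 106 of 12200 genes were over 2-fold higher and 20 over 2-fold lower with both siRNAs, and in SUIT-2 52 of 13342 genes were higher and 14 lower. Among the gene lists, the G1 cyclin CCND3 was 31.2 and 14.0 FPKM with si-1 and si-2 and 2.87 FPKM with the control siRNA in MIA-PaCa2, while in SUIT-2 it was 35.6, 32.1 and 19.6 FPKM, under 2-fold. E2F2, a transcription factor of cell cycle entry, was at 2.16, 2.01 and 0.74 FPKM and CRK, an adaptor of focal adhesions, at 39.8, 38.8 and 15.1 FPKM in MIA-PaCa2. RAB39A, a neighbour of ATM on chromosome 11, was at 1.9, 0.77 and 0.06 FPKM in MIA-PaCa2. The collagen gene COL1A2 was at 0.63, 2.39 and 0.22 FPKM and SPARC, which binds collagen, at 0.45, 0.97 and 0.14 FPKM in SUIT-2, while in MIA-PaCa2 COL1A2 was below the control with both siRNAs (log2 ratios -1.59 and -0.36). Lower over 2-fold with both siRNAs of a line was, besides ATM, 1 member of the lists, ATF3, at 3.60, 3.72 and 8.48 FPKM in MIA-PaCa2, and in SUIT-2 it was above the control with both (0.23 and 0.31). No gene of the apoptosis list was over 2-fold away from the control with both siRNAs in either line. The 2 siRNAs of a line share its control library, so part of each overlap may come from that library, and no condition had a replicate.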

Enrichment of KEGG pathways among different groups (A and B). Number of genes annotated to KEGG pathways is represented by bubble size. X- and y-axes represent the enrichment ratio and KEGG pathways, respectively. Color represents enriched significance. ATM, ataxia telangiectasia mutated; con/si-ATM1/si-ATM2, si-ATM RNA negative control/1/2.

Supplementary Table S1. Primer sequences used herein

Primer	Forward: 5'→3'	Reverse: 5'→3'
ATM	ATAGATTGTGTAGGTTCCGATGG	CATCTTGTC TCAGGTCATCACG
MET	AGCGTCAACAGAGGGACCT	GCAGTGAACCTCCGACTGTATG
NTN1	ACAACCCGCACAACCTGAC	GGGACAGTGTGAGCGTGAC
GAPDH	GCACCGTCAAGGCTGAGAAC	TGGTGAAG ACGCCAGTGGA

Supplementary Table S2. Clinicopathological characteristics of ATM and p-ATM expression in patients

		ATM			p-ATM		
		high<br>n=122	Low<br>n=22	p	High<br>n=104	Low<br>n=40	p
Age(years)	Median<br>(range)	70(39–88)	68(42–85)	0.33	76(39–85)	72(48–88)	0.343
Gender	Male:<br>Female	68:54	13:9	0.77	57:47	24:16	0.574
Pre-treatment<br>CA19-9(U/ml)	Median<br>(range)	76.5(1.6–3716)	184.6(10.1–10239)	0.025	88.5(6.7–3146)	81.4(1.6–10239)	0.655
Post-treatment<br>CA19-9(U/ml)	Median<br>(range)	19.6(0.6–1134)	16.7(3.9–426.9)	0.401	19.9(0.8–1134)	18.4(0.6–426.9)	0.641
Tumor size<br>(mm)	Median<br>(range)	25(4–70)	30(15–45)	0.252	25(4–70)	28(10–53)	0.059
UICC-T	1,2	36(29.5%)	4(18.2%)	0.887	30(28.8%)	10(25%)	0.97
	3	86(70.5%)	18(81.8%)		74(71.2%)	30(75%)	
UICC-N	0	44(36.1%)	8(36.4%)	0.796	37(35.6%)	15(37.5%)	0.587
	1	78(63.9%)	14(63.6)		67(64.4%)	25(62.5%)	

Postoperative<br>Gemcitabine	yes	53(43.4%)	16(72.7%)	0.011	47(45.2%)	22(55.0%)	0.180
Tumor<br>differentiation	tub1	24(19.7%)	1(4.5%)	0.127	19(18.3%)	5(12.5%)	0.275
	tub2	92(75.4%)	19(86.5%)		79(75.9%)	33(82.5%)	
	por	6(4.9%)	2(9.0%)		6(5.8%)	2(5%)	

Full-length gels and blots

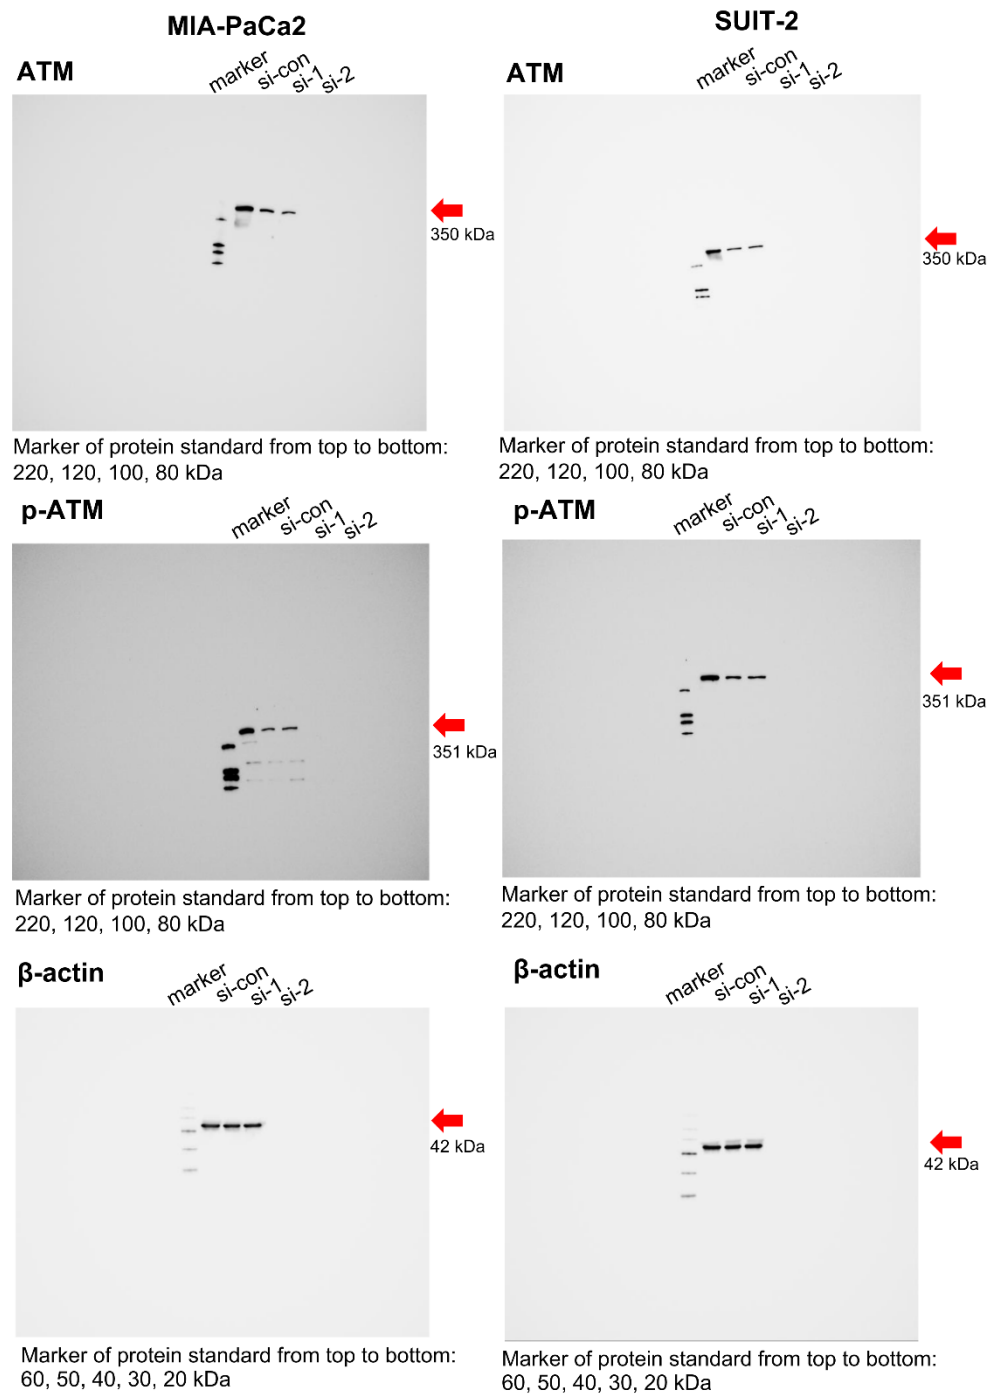

Supplementary Figure S2. Uncropped gel image for Figure 2

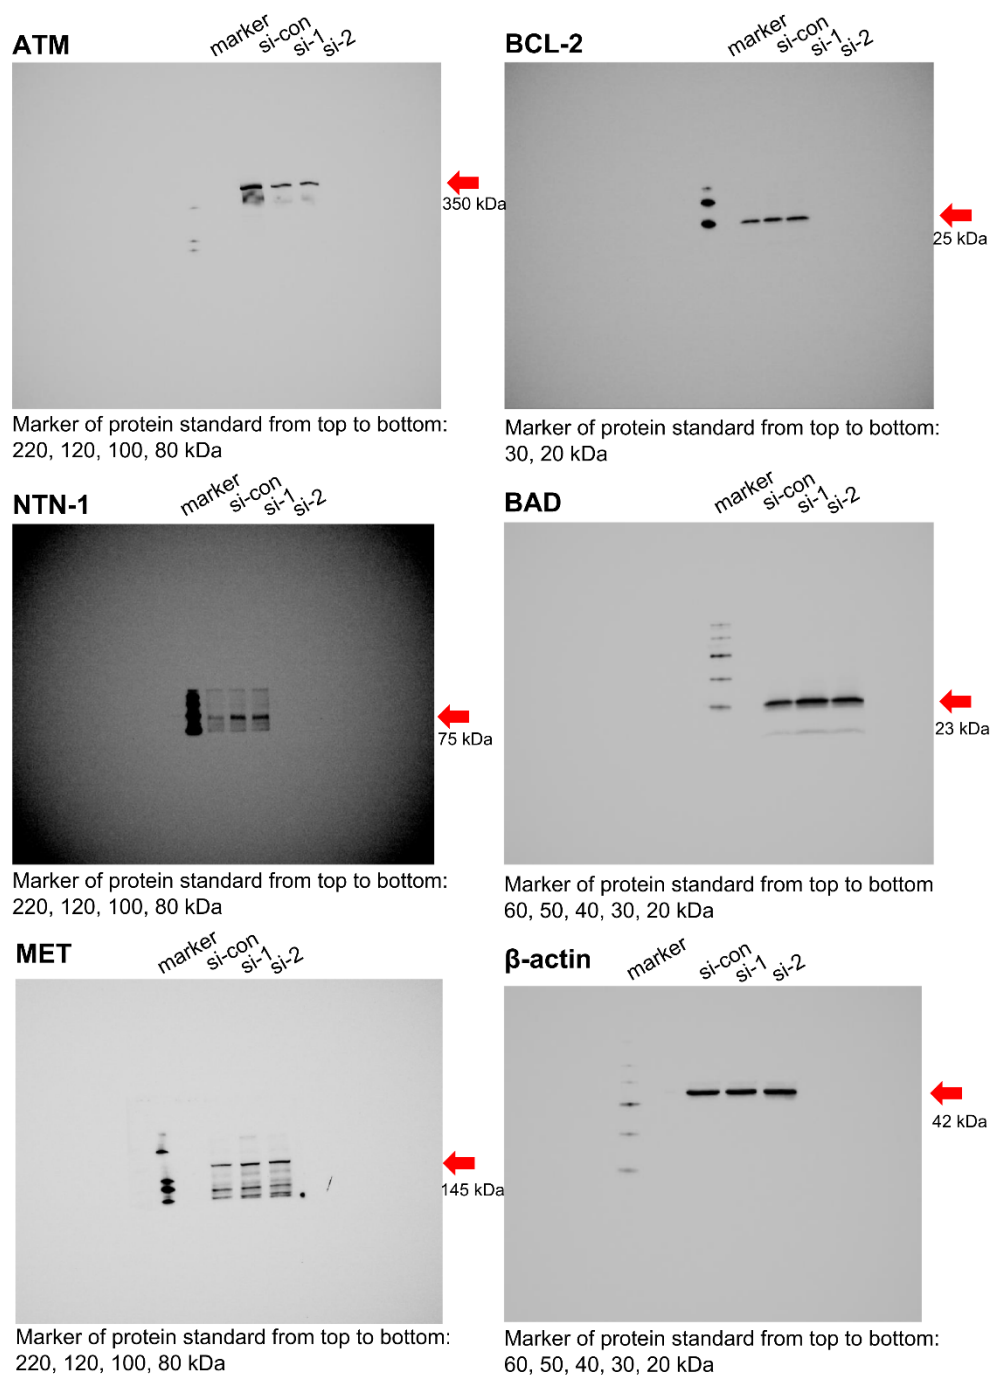

Supplementary Figure S3. Uncropped gel image for Figure 4

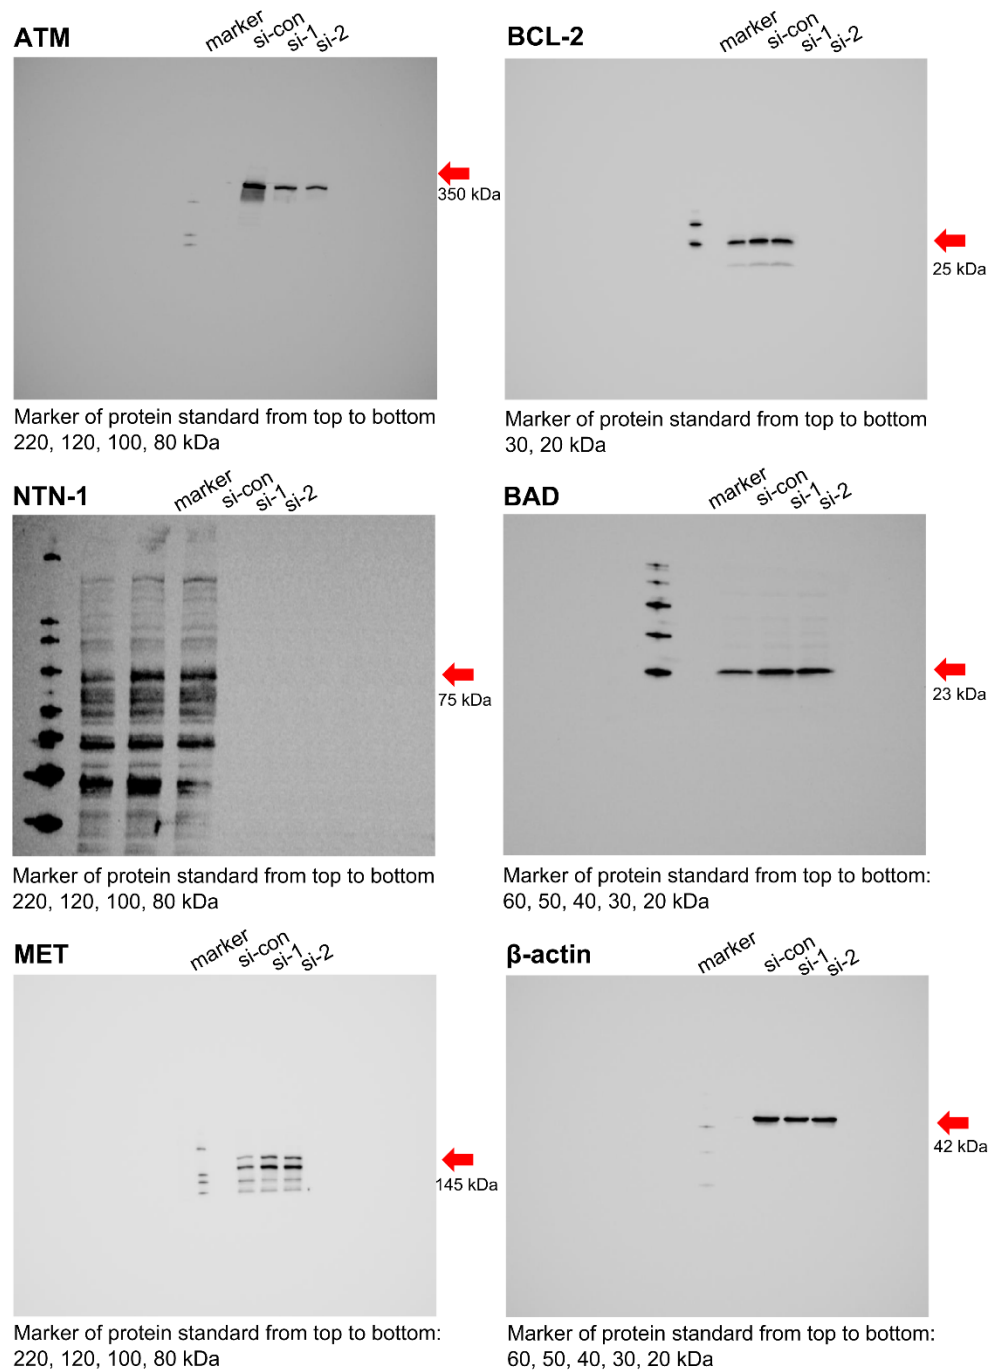

Supplementary Figure S4. Uncropped gel image for Figure 4

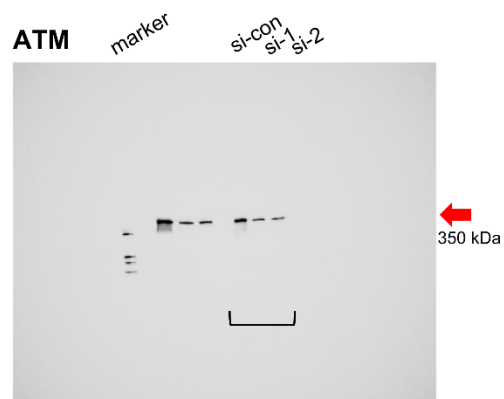

Marker of protein standard from top to bottom
220, 120, 100, 80 kDa

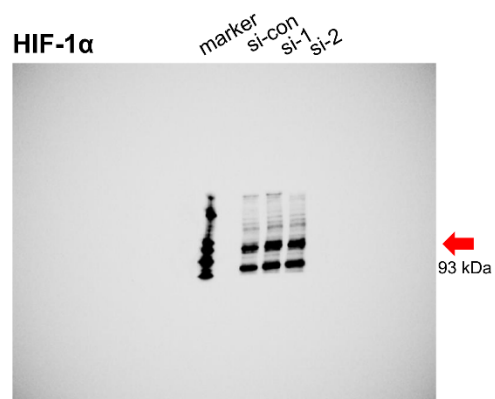

Marker of protein standard from top to bottom:
220, 120, 100, 80 kDa

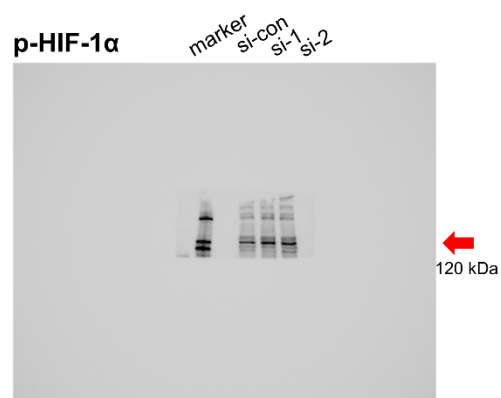

Marker of protein standard from top to bottom:
220, 120, 100, 80 kDa

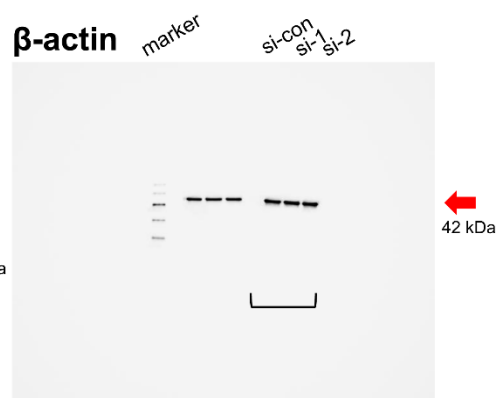

Marker of protein standard from top to bottom:
60, 50, 40, 30, 20 kDa

Supplementary Figure S5. Uncropped gel image for Figure 5

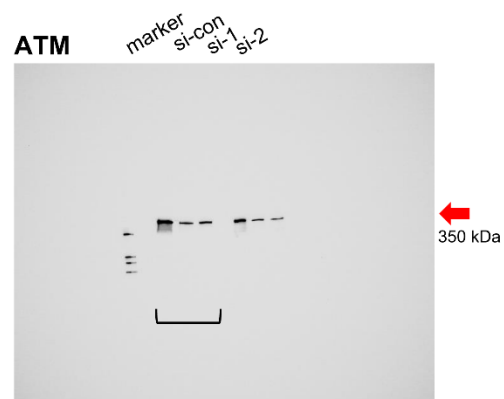

Marker of protein standard from top to bottom:
220, 120, 100, 80 kDa

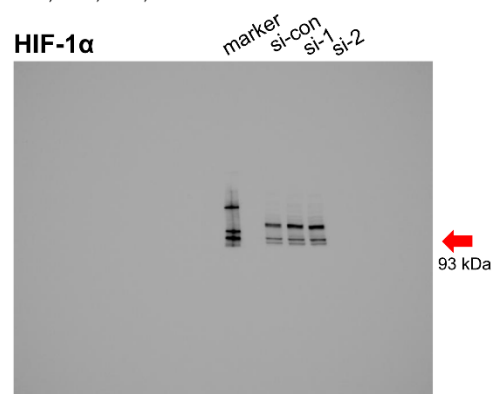

Marker of protein standard from top to bottom:
220, 120, 100, 80 kDa

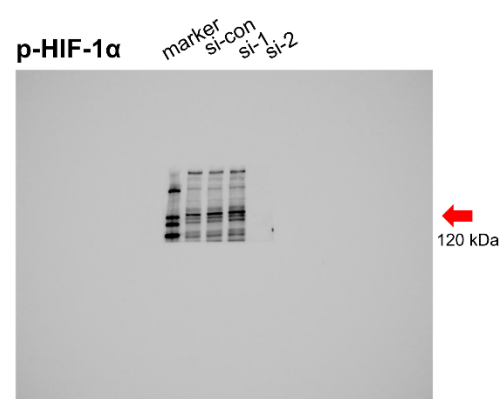

Marker of protein standard from top to bottom:
220, 120, 100, 80 kDa

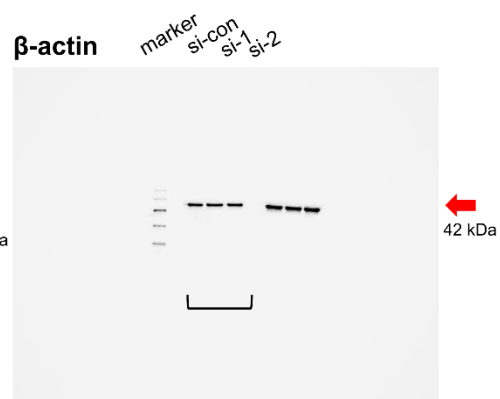

Marker of protein standard from top to bottom:
60, 50, 40, 30, 20 kDa

Supplementary Figure S6. Uncropped gel image for Figure 5

How the deposited data were processed for this re-analysis (not part of the article)

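RNA was sequenced from MIA-PaCa2 and SUIT-2 cells transfected with 1 of 2 siRNAs against ATM or with a control siRNA, which gave 6 libraries with 1 library per condition. According to the paper and the submitters' processing notes, the authors filtered the reads with SOAPnuke, mapped them with HISAT2 to GRCh38.p12, aligned them to transcripts with Bowtie2, estimated gene levels with RSEM and called DEGs with DEGseq, a count-based test. Versions of these tools are not given in the sources used here. The authors deposited FPKM values with 2 decimals for 16788 genes in 1 table, and no counts were used here. FPKM divides by the length of the transcript and the total of mapped fragments, so a large change of a few abundant genes would shift all other values of that library. Low values did not fall on whole-read steps, so the depth of each library stays unknown, and no confidence interval of a single value could be given.

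Each library was mapped to its cell line and siRNA by the sample titles and the paper. Log2 ratios of each siRNA library to the control library of its line used log2(FPKM + 0.1), and the count of genes over 2-fold covered genes with a mean of at least 0.2 FPKM over the line's 3 libraries. These ratios compare 1 library with 1 library and have no p-value. The knockdown was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on all 6 libraries with the cell line as a term, over 13494 genes with a mean of at least 0.2 FPKM and with 3 residual degrees of freedom. The interaction of cell line and knockdown and the difference between si-1 and si-2 were tested in further limma fits with 2 residual degrees of freedom each, and the interaction also with a term for the siRNA and 1 residual degree of freedom. P-values were adjusted by the Benjamini-Hochberg method. Gene lists were tested with camera at a preset correlation of 0.01, with the correlation estimated from the data and with fry as alternatives, the last of which tests whether the genes of a list move, on balance, one way and does not compare them with other genes. A total of 36 gene lists was written from general knowledge, of which 33 had at least 5 tested members. Of their 776 symbols, 717 were found in the table by symbol and 15 through the gene ID of RefSeq. The list of the 7 genes of Fig. 3A was chosen by the study on these libraries.

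Positions of genes and of the siRNA targets, 3' UTRs and coding sequences came from GENCODE release 29 on GRCh38, and 94.6% of the genes had a 3' UTR of at least 50 bases. For the match to an siRNA seed (guide positions 2 to 8) the median log2 ratio of si-1 to si-2 over genes with the match was ranked among 10000 random lists of the same size matched on mean expression. All 16384 words of 7 bases were counted in the 3' UTRs of the genes above the control in all 4 comparisons and in as many genes matched on 3' UTR length, GC content and level, with a one-sided Fisher's exact test and Bonferroni adjustment. The 4096 words of 6 bases were counted in the same way, and GACGTA was the most enriched of them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and the plot was drawn with matplotlib 3.10.9.

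The genes named in the text follow a rule: the genes the paper measures or names, the 12 highest and 12 lowest by the smallest log2 ratio among genes on the same side of the control in all 4 comparisons, up to 4 members of each described list with the largest log2 change and any that passed, and the 4 genes with the smallest p in each direction for the interaction and for si-1 against si-2. Some genes and lists that the rule covers are not reported here. The values of Fig. 3A had been seen when the rule was written. Members of the lists over 2-fold with both siRNAs of a line, KRT7, EPCAM and the sites of the word GACGTA were chosen after their values were seen. The design, the gene lists and the alternatives were fixed before the data were examined, apart from the adjustment for GC content and length of the 3' UTR, the random lists matched on these, the subtraction of a share of the SUIT-2 level, the use of any coding transcript, the term for the siRNA in the interaction fit and the choice of other libraries as the baseline, which were added later. The fixed alternatives were pseudocounts of 1 and 0.01, no filter, a filter of 1 FPKM, median scaling, quantile normalization, no trend, no cell line term, 1 siRNA at a time, each library left out in turn, plain ratios, a fold of 1.5 and other settings of the seed and correlation analyses. The limma step was tested on simulated data with 200 changed genes in each of 5 draws over the 13494 genes, where 73.6% of genes changed 2-fold and 98.2% of those changed 4-fold were recovered and 6.8% of the calls were false. The simulated noise was independent between libraries and held no siRNA effect shared by the lines. These shares may therefore not carry over to the real libraries, where few genes passed. The enrichment of words and the SUIT-2 share were tested on simulated data as well, and the gene list tests were not.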

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

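The tests of the ATM level left by each siRNA, of a DNA element read from either strand, of the loss of ATM, of other choices of the control libraries and of transcripts of SUIT-2, the adjustment for GC content and length of the 3' UTR and the term for the siRNA were chosen after the results were seen.

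The 2 siRNAs against ATM differed at 217 genes in limma's test of the mean difference over both lines, led by LIMA1, CAPZA1 and MBNL1, which were lower with si-1, and the paper does not compare the siRNAs. The count was 22 with a pseudocount of 0.01 and 0 with no filter or no trend. Whether the ATM level left by each siRNA is the cause could not be decided. ATM was lower with si-1 in MIA-PaCa2 and lower with si-2 in SUIT-2 by FPKM. The differences between the siRNAs still correlated at 0.435 between the lines. The order of the ATM levels rests on libraries without replicates, and the paper's RT-qPCR, read by eye, gave about 0.08 of the control for both siRNAs in SUIT-2. A correlation over all genes could also stay positive if the ATM level moved only part of them. An off-target action of si-1 through its seed is a candidate explanation: 954 genes with the match AAAACCA in the 3' UTR had a median log2 ratio of si-1 to si-2 of -0.09 in MIA-PaCa2 and -0.10 in SUIT-2, at percentile 0 of random lists in both. With a 6-base match the medians were -0.0634 and -0.0275, also at percentile 0 in both, so the shift in SUIT-2 was smaller. For si-2, 2153 genes with the match TTTGAAA had a median of 0.11 in MIA-PaCa2, above all random lists, but of 0.007 in SUIT-2, at percentile 20.2, so this action cannot be told apart from other causes there. The bound for si-2 did not allow for the GC content of 3' UTRs, which correlated at 0.303 with this ratio in SUIT-2, and among lists matched on 3' UTR length and GC content the same median stood at percentile 100.

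Genes with the word GACGTA in the 3' UTR were above the control as a group, with a median of 0.149 for the mean of the 4 log2 ratios of 458 genes. It was the most enriched 6-base word among the genes above the control in these same comparisons. The values of genes with it therefore rest on the ratios that picked it and are not separate evidence. Of the 12 highest genes, 9 hold it in the 3' UTR or coding sequence of at least 1 transcript, against 1249 of all 11468 genes (10.9%). The control siRNA lowering these genes in the control libraries through its seed is a candidate explanation, because among all 7-base words TGACGTA was the most enriched, in 65 of 1964 genes above the control in all 4 comparisons against 16 matched genes (one-sided Fisher's exact test, Bonferroni-adjusted p = 2.19e-04), and in 8 of the genes below it against 22 matched genes. A DNA element read from either strand is argued against, since 408 genes with the reverse complement had a median of 0.008, at percentile 69.5 of random lists. The loss of ATM stays open. It cannot be told apart from an action of the control siRNA, since both ATM siRNAs were compared with 1 control siRNA. Of the 12 highest genes, 3 hold the word in neither part: SLC36A1, DISP2 and ZNF891. None of these passed limma's test, SLC36A1 differed between the ATM siRNAs, and DISP2 was at 0.02 FPKM in the SUIT-2 control library. The genes that limma called, MET, PTPMT1, PDCD6 and BANF1, all hold it in the 3' UTR of at least 1 transcript. The sequence of the control siRNA is not given in the sources used here, so its match to the word was not tested. The shifts of most genes with the word are far below the over 2-fold differences of MET and NTN1. By the base before the word, they were largest for the 28 genes with CGACGTA in the 3' UTR, the form in MET and BANF1 (median 0.383). They were smallest for the 117 genes with GGACGTA (0.066). Of the 28 genes, 64.3% were above the control in all 4 comparisons, against 15.7% of genes without the word.

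In the MIA-PaCa2 si-2 library, 198 of 207 genes that are at least 100 times lower in MIA-PaCa2 than in SUIT-2 were above 0, at a median of 0.388% of their SUIT-2 level, against 0.0596% with si-1 and 0 with the control siRNA. In the other direction, 28 genes that are at least 100 times lower in SUIT-2 than in MIA-PaCa2 stood at a median of 0.355% of their MIA-PaCa2 level in the SUIT-2 si-2 library, 0.18% with si-1 and 0.104% with the control siRNA, so the share was highest with si-2 in both lines. In that SUIT-2 library the share was not even, at 0.418% for the genes with the lowest MIA-PaCa2 levels and 0.192% for those with the highest, over few genes, and its Spearman correlation with the MIA-PaCa2 level was 0.513, against 0.479 with si-1 and 0.446 with the control siRNA, so carry-over is not shown there. The loss of ATM is argued against for the MIA-PaCa2 si-2 library, since the si-1 library, with the lower ATM level, holds only 0.0596%. RNA or reads of SUIT-2 in the MIA-PaCa2 si-2 library may account for the pattern, since the share there was even over the range of SUIT-2 levels (genes with the lowest SUIT-2 levels against those with the highest, a ratio of 1.16) and the levels of these genes in the 2 lines had a Spearman correlation of 0.777 across genes, against 0.293 with si-1 and 0.049 with the control siRNA. Whether cells, RNA or reads were mixed was not tested, and an off-target action of si-2, used in both libraries with the highest share, had no test of its own and stays open. CD74 and IFI27, listed at 0 with the control siRNA, were at 1.18 and 2.76 FPKM with si-2.

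BANF1, which the paper does not discuss, had a log2 change of 1.07 and was called by limma, but not after the adjustment for GC content and length of the 3' UTR (adjusted p = 0.071), where the log2 change was 1.01 (SE 0.11) against 1.07 (SE 0.10) before, so the call ended with little change of the fold. Its call was also lost with a pseudocount of 0.01, no filter, no trend or no cell line term. GAPDH stood lower than the control with both siRNAs in MIA-PaCa2 (log2 ratios -0.42 and -0.06) and higher in SUIT-2 (0.30 and 0.28), a difference between the lines of -0.53 that did not pass limma's interaction test (SE 0.28, unadjusted p = 0.11, adjusted p = 1.00), also with a term for the siRNA (SE 0.23, unadjusted p = 0.054, adjusted p = 0.92). With the adjustment for GC content and length of the 3' UTR, the response in SUIT-2 exceeded that in MIA-PaCa2 by 0.28 (SE 0.26, unadjusted p = 0.34) in place of 0.53. With quantile normalization the ratios were -0.30 and 0.00 in MIA-PaCa2 and 0.27 and 0.00 in SUIT-2, where the 0.00 for si-2 follows from the method, since GAPDH holds 1 rank in the si-2 and control libraries of each line.

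Of the 9 choices of 1 library per line as the control, 2 gave at least 4 genes, the real one with 4 and 1 other with 228, and the other 7 gave 0. With 9 choices no share under 0.05 can be reached. The choice with 228 genes takes both si-1 libraries as the control, which points to a structure of the libraries in which si-1 stands apart in both lines.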

How the results depend on the processing

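The adjustment for GC content and length of the 3' UTR, the lists matched on them and the subtraction of the SUIT-2 share were added after the data were seen. Where a value changed, the cause was not tested. Genes called higher by limma (4) fell to 0 with a pseudocount of 0.01, no filter, no trend or no cell line term. With 1 siRNA at a time the calls were 491 higher and 358 lower for si-1 and 63 and 26 for si-2. Leaving out 1 library gave 0 to 6 higher and 0 to 1 lower genes: 6 and 1 without the MIA-PaCa2 si-2 library and 0 without MIA-PaCa2 si-1, MIA-PaCa2 control, SUIT-2 si-1, SUIT-2 si-2 or SUIT-2 control. Without an siRNA library its line keeps 1 siRNA library, which is assumed to vary like the others, and without a control library its line keeps no control, so the change comes from the other line alone. The 217 genes different between siRNAs became 22 with a pseudocount of 0.01 and 0 with no filter or no trend. The 3 gene lists past the threshold became 0 with an estimated correlation (0 with the GC and length adjustment as well), 1 with fry (a test of movement one way, not against other genes) and 1 with quantile normalization, and 1 to 7 with 1 library left out (1 without SUIT-2 si-1, 5 without MIA-PaCa2 control, 5 without SUIT-2 si-2 and 7 without SUIT-2 control). Genes over 2-fold in all 4 comparisons were 55 higher and 4 lower at a fold of 1.5, and 4 lower with no filter. The totals over 2-fold of 524, 310, 494 and 190 (MIA-PaCa2 si-1 and si-2, SUIT-2 si-1 and si-2) were 207, 78, 168 and 17 with a pseudocount of 1, 349, 146, 318 and 51 at a mean of at least 1 FPKM, 559 (MIA-PaCa2 si-2) and 390 (SUIT-2 si-2) with no filter, and for SUIT-2 si-2 291 with a pseudocount of 0.01 and 289 with plain ratios. The correlation between the lines of 0.388 was 0.443 at a mean of at least 5 FPKM and 0.335 as Spearman's. The si-2 seed shift in SUIT-2 passed the random lists with a 6-base match (0.0377) and among lists matched on 3' UTR length and GC content (0.007). Small log2 changes reversed. With the GC and length adjustment the log2 change was 0.027 for HIF1A and -0.11 for GAPDH, and the median of nucleotide excision repair 0.016. With si-1 alone it was -0.061 for GAPDH, and the medians were 0.095 for apoptosis and 0.0503 for HIF-1 targets. With si-2 alone the median was 0.038 for HIF-1 targets and -0.0039 for interferon genes. GAPDH was -0.0082 with quantile normalization. Over the single omissions, GAPDH lay between -0.24 and 0.29 and BIRC3 between -0.82 and 0.079, and the medians between -0.059 and 0.028 for apoptosis, -0.053 and 0.0087 for nucleotide excision repair and -0.029 and 0.023 for HIF-1 targets. None of the 12 highest and 12 lowest genes reversed under any setting run. They were chosen for lying on one side of the control in all 4 comparisons, so this follows largely from the choice. Of 1181 values of named genes under other settings, 1084 kept direction and side of the threshold. The cell line term sets each siRNA library against the control of its own line. The unknown depth limits all of these values.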

Differences from the paper's values

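No test in this part was chosen after the values were seen. The paper's RT-qPCR is a different assay, and its values were read by eye from bars. For ATM as a fold of the control, the paper's values in Fig. 2A are about 0.14 for si-1 and about 0.2 for si-2 in MIA-PaCa2 and about 0.08 for both siRNAs in SUIT-2, against 0.211, 0.384, 0.235 and 0.159 here. Of the alternatives set before the data were examined, a pseudocount of 0.01 (0.202), median scaling (0.205) and plain ratios (0.201) bring si-1 in MIA-PaCa2 within 1.5 times of the paper's value, a pseudocount of 1 does not, and none of these 4 does so for the other ATM values. For MET, the paper's values for si-2 in Fig. 4A are about 1.4 in MIA-PaCa2 and about 1.5 in SUIT-2, against 2.70 and 2.39 here, and none of the 4 alternatives comes within 1.5 times, while both MET values for si-1 (2.57 and 2.44 here) lie within 1.5 times of the paper's. For NTN1, the paper's values in Fig. 4B are about 2.4 for si-1 and about 1.4 for si-2 in MIA-PaCa2 and about 2.0 and about 1.7 in SUIT-2, against 3.82, 2.86, 3.95 and 3.45 here. A pseudocount of 1 gave NTN1 values within 1.5 times of the paper's in all 4 (2.32, 1.87, 2.12 and 1.93), and a pseudocount of 0.01, median scaling and plain ratios did not. The direction of ATM, MET and NTN1 is the same in both assays in all 4 comparisons. The paper's methods name 1 control siRNA, so a lowering of MET or NTN1 by it would appear in both assays.

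The 28 log2 ratios printed in Fig. 3A, rounded to 2 significant digits, match the plain FPKM ratios within 0.05, and 17 of them match the ratios with a pseudocount of 0.1. The paper's count of 7 common genes and of 6 higher ones, set at a 2-fold difference with a p-value and FDR of a count test that could not be run here, was met by the 2-fold difference alone with a pseudocount of 0.1 and the filter of 0.2 FPKM, with a filter of 1 FPKM and with median scaling. Plain ratios and a pseudocount of 0.01 gave 8 common genes with 7 higher, MSANTD3-TMEFF1 being added, a pseudocount of 1 gave 5 with 4 higher, no filter gave 12 with 8 higher and a fold of 1.5 gave 59 with 55 higher.

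The paper states that MET, NTN1 and the other common genes were up-regulated and ATM down-regulated, and NTN1, ERCC5, SLC36A1 and ATM did not pass limma's test here, although all 4 comparisons go the same way. Limma called NTN1, ERCC5 and ATM when the MIA-PaCa2 si-2 library was left out, and it called all 4 genes with the si-1 libraries and the controls alone and with the si-2 libraries and the controls alone. The fits of a single siRNA leave out the spread between siRNAs and use the same control libraries, so their calls are not separate evidence. The paper states that the protein levels of BCL-2, BAD and HIF-1α were higher after ATM knockdown, a measure of protein and not of RNA. The RNA of BCL2 was below the control in all 4 comparisons (log2 change -0.31, adjusted p = 0.73 from limma), that of BAD was above it in 3 of 4 (0.19, adjusted p = 0.73) and that of HIF1A was above it in 1 of 4 (-0.11, adjusted p = 0.82), none of which passed the test. The paper lists the apoptotic pathway among the significant KEGG pathways of the DEGs, which came from a count test. No gene of the apoptosis list, which is not the KEGG set, passed limma's test here. That test called only 4 of 13494 genes, so a list with no called gene does not speak against the paper's result.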

Other observations

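The subtraction of the SUIT-2 share, the adjustment for GC content and length of the 3' UTR and the choice of COL1A2 were made after the values were seen, and the gene lists were fixed earlier. Genes induced by interferon or double-stranded RNA were higher than other genes after ATM knockdown in limma's camera test (29 tested genes, median log2 change 0.15, adjusted p = 0.034). The adjusted p = 0.94 with an estimated correlation. Of these genes, 23 had a log2 change above 0, 9 were above the control in all 4 comparisons and none passed singly, also when adjusted over the list alone. OAS3, a sensor of double-stranded RNA, had a log2 change of 0.53 (SE 0.22, adjusted p = 0.65), MX1 of 0.50 (SE 0.16, adjusted p = 0.54), IRF9 of 0.46 (SE 0.15, adjusted p = 0.58) and IFI27 of 1.92 (SE 0.83, adjusted p = 0.65), the last of which is a gene of SUIT-2 at 2.76 FPKM in the MIA-PaCa2 si-2 library. After 0.303% of the SUIT-2 level was subtracted from that library the adjusted p of the list was 0.093, while its median stayed at 0.15 and its mean was 0.18 against 0.22 before, and with the si-2 libraries and the controls alone it was 0.63, with a median of -0.0039 and a mean of 0.12, which differ in sign. It was 0.088 with quantile normalization (median 0.13), 0.71 with no cell line term (median 0.15), 0.41 without the MIA-PaCa2 si-1 library (median 0.06), 0.28 without the MIA-PaCa2 control library (median 0.17) and 0.13 without the SUIT-2 si-1 library (median 0.12). Of 29 genes of the double-strand break response other than ATM, 21 had a log2 change below 0 and 11 were below the control in all 4 comparisons (median -0.11, camera adjusted p = 0.053), with CHEK2 at -0.36 and BARD1 at -0.37. This list was past the threshold with median scaling (adjusted p = 0.039), a pseudocount of 0.01 (0.048) and no filter (0.0497), and without the MIA-PaCa2 si-1 library (0.015), the MIA-PaCa2 control library (0.0099) or the SUIT-2 si-2 library (0.044), but its adjusted p = 0.94 with an estimated correlation. With the adjustment for GC content and length of the 3' UTR it was 0.20 and the median -0.05, and without the SUIT-2 control library, where MIA-PaCa2 alone gives the change, it was 0.62 with a median of -0.03 and a mean of 0.006, which differ in sign. KAT5, an acetyltransferase that activates ATM, stood at 0.62 (SE 0.12, adjusted p = 0.29) and is the one gene of this list that passed when adjusted over the list alone, while XRCC4 stood at 0.55.

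Among cyclins and CDK inhibitors of G1 none of 19 tested genes passed, also when adjusted over the list alone (camera adjusted p = 0.91, with a median of -0.03 and a mean of 0.09, which differ in sign). CCND3 had a log2 change of 1.80 (SE 0.46, adjusted p = 0.42). CDK6, the kinase partner of the D-type cyclins, was 15.2, 2.89 and 15.3 FPKM with si-1, si-2 and the control siRNA in MIA-PaCa2 and 15.3, 6.68 and 17.8 FPKM in SUIT-2. In the MIA-PaCa2 si-2 library CDK6 thus stood at a log2 ratio of -2.37 and with si-1 at -0.02. The mesenchymal gene FN1 was 0.94, 3.70 and 0.63 FPKM in SUIT-2 and 0.10, 0.44 and 0.05 FPKM in MIA-PaCa2. The mesenchymal list had no gene past the test among 12 (camera adjusted p = 0.74), and the fibroblast markers none among 5 (camera adjusted p = 0.20, 0.019 with the si-2 libraries and the controls alone and 0.035 without the MIA-PaCa2 control library, but 0.94 with an estimated correlation), of which COL1A2 was 41.2, 97 and 124 FPKM in MIA-PaCa2, against at most 2.39 FPKM in SUIT-2. ACTB, the loading reference of the paper's western blots, had a log2 change of -0.16 (SE 0.14, adjusted p = 0.80).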
